# LncRNA CRLM1 inhibits apoptosis and promotes metastasis through transcriptional regulation cooperated with hnRNPK in colorectal cancer

**DOI:** 10.1186/s13578-022-00849-9

**Published:** 2022-07-30

**Authors:** Zhe Wang, Jianfang Chen, Fengjun Sun, Xiang Zhao, Yan Dong, Songtao Yu, Jianjun Li, Houjie Liang

**Keywords:** Colorectal cancer, lncRNA CRLM1, hnRNPK, Metastasis, Gene expression

## Abstract

**Background:**

Colorectal liver metastases (CRLM) continue to have a low survival rate. The number of CRLM regulators and clinical indicators remains limited. Long non-coding RNAs (lncRNAs) are a new master regulator of cell invasion and metastasis. However, the function and regulation mechanism of lncRNAs in colorectal cancer (CRC) metastasis are yet unknown.

**Methods:**

To screen and identify CRLM-related lncRNAs, public transcriptome data were used. Gain and loss of function experiments were carried out to investigate the biological activities of lncRNA CRLM1 in vitro and in vivo. RNA sequencing (RNA-seq), chromatin isolation by RNA purification (ChIRP), immunofluorescence (IF), quantitative real-time PCR (qRT-PCR), western blotting, and rescue experiments were performed to explore the molecular mechanism of CRLM1. Moreover, identified the proteins, DNAs, and RNAs that interact with CRLM1.

**Results:**

The investigation of lncRNA expression dynamics in CRLM, primary CRC, and normal tissues in this work resulted in identifying a series of lncRNAs associated with metastasis, including CRLM1. CRLM1 inhibited apoptosis of CRC cells and promoted liver metastasis in Balb/C nude mice. CRLM1 was weakly associated with the chromatin regions of genes involved in cell adhesion and DNA damage, and this association was bidirectionally correlated with CRLM1-regulated pro-metastatic gene expression. CRLM1 physically interacts with the hnRNPK protein and promotes its nuclear localization. CRLM1 effectively enhances hnRNPK promoter occupancy and co-regulates the expression of a panel of metastatic genes.

**Conclusions:**

The finding of the clinically significant lncRNA CRLM1 in promoting metastasis and regulating gene expression suggests a potential biomarker and target for CRLM therapy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-022-00849-9.

## Background

Colorectal cancer (CRC) is one of the fatal cancers in the world and is the third leading cause of cancer death worldwide [1, 2]. Numerous studies have shown pathogenesis and molecular regulatory mechanisms, including genomic changes and key pathways implicated in tumor growth and metastasis [3, 4]. Because of recent advances in CRC early detection screenings and treatment choices, the 5-year survival rate in stage IIIC has increased to over 50%, whereas the 5-year survival rate in stage IV has declined to 12% (https://seer.cancer.gov). These findings suggest that CRC metastasis is a critical and unresolved factor determining the overall survival time of patients.

The progression of CRC metastases is a complex process involving multiple signaling pathways [5]. In CRC, epithelial to mesenchymal transition (EMT) is associated with an invasive or metastatic phenotype. WNT/β-catenin, TGF-β, and EMT transcription factors such as ZEB1, ZEB2, and SNAIL are canonical CRC EMT regulators [6]. microRNAs (miRNAs) are also shown to play a critical role in regulating CRC metastasis by influencing the expression of key factors during metastasis [7]. A recent study also showed that miRNA could interact with other non-coding RNAs (ncRNAs), particularly circular RNAs, to regulate CRC metastasis [8].

The significance of long non-coding RNA (lncRNA) regulation in various diseases, including cancer, has been underlined [9, 10]. LncRNAs can regulate gene expression at two levels: transcriptional controls in the nucleus and mRNA stability, translation, and post-translational modifications in cytoplasm [11]. The fate and function of lncRNAs are determined by their direct interactions with RNA binding proteins and their indirect interactions with transcription factors and other proteins [12]. Alternatively, lncRNAs can operate as decoys for miRNAs, thus indirectly regulating mRNA expression [13].

Colorectal liver metastases (CRLM) are the most common type of CRC metastases [14]. Several lncRNAs have been shown to function in CRLM [15, 16]. However, none of these lncRNAs was CRLM-specific. The mechanisms of lncRNA regulation that have been established are more biased towards a specific gene, which may over estimate the impact of a single target gene.

To identify CRLM-related lncRNAs, a systematic analysis of lncRNAs differentially expressed between metastatic and primary CRC tissues was performed in this work. The function of CRLM1, which had not been described previously, was investigated. It was discovered that this lncRNA suppressed apoptosis and promoted the migration and metastasis of CRC cells, as well as liver metastases in Balb/C nude mice. ChIRP-seq and transcriptome analyses demonstrated that CRLM1 is associated with chromatin and acted as a powerful transcriptional regulator capable of altering the transcriptome toward metastasis. Additionally, ChIRP-MS research demonstrated an interaction between CRLM1 and hnRNPK protein, boosting nuclear localization and increasing promoter occupancy for transcriptional regulation linked with CRC metastasis. As a result, our study elucidates the potential role of CRLM1 in CRC metastasis and elucidates the molecular process by which tumor growth occurs. Our findings suggest that CRLM1 may be a prognostic factor for CRLM and a potential therapeutic target.

## Materials and methods

### Cell lines and cell culture

Procell (Wuhan, Hubei, China) provided the human CRC cell lines HCT116 and SW620. The cell line was authenticated using short tandem repeat (STR) analysis and checked for mycoplasma contamination by the Cell Bank, Type Culture Collection, and Chinese Academy of Sciences (CBTCCCAS). The STR analysis was carried out, as previously described [17].

HCT116 and SW620 cell lines were cultured in McCoy's 5A medium (Procell, China) containing 10% fetal bovine serum (BI) and 1% penicillin–streptomycin (Hyclone) at 37 °C in a humidified environment containing 5% CO_2_.

### Plasmids construction, short interference RNAs (siRNAs), and transfection

CRLM1 overexpression vector was designed, and human CRLM1 gene was cloned using reverse transcription and PCR amplification from total RNA taken from different cancer and non-cancer cell lines. DNA fragment matching the entire length of cDNA was purified from a gel (MinElute PCR Purification Kit, Qiagen, 28004) and then cloned into pTSB vector (TranSheepBio, China) using the hot fusion method (Vazyme Biotech Co., Ltd). Each primer comprises a fragment of gene-specific sequence and a 17–30 bp region from pTSB vector. The primers used for cDNA cloning were: CRLM1 F-Primer: ACCAGGTACAAAATCCCCTGG, R-Primer: TGGCTTGAACAATAAAAAGAGTTTATT. The pTSB vector was digested for 2 ~ 3 h at 37 °C by EcoRI (NEB, 3101S) and XhoI (NEBR0146V). The enzyme-digested vector was then put over a 1.0% agarose gel and purified using a Qiagen column kit (MinElute PCR Purification Kit, Qiagen, 28004). The insert fragment was then synthesized using PCR amplification. PCR insert was transferred to a PCR microtube for ligation (T4 DNA ligase, NEB, M0202V) with the ClonExpress® II One Step Cloning Kit (Vazyme, C112). The chemical transformation was used to introduce plasmids into an *Escherichia coli* strain. Cells were plated onto LB agar plates containing 1µL/mL ampicillin (sigma, 7177-48-2) and incubated at 37 °C overnight. Colonies were screened using colony PCR (28 cycles) and universal primers (located on the backbone vector). A DNA fragment encoding hnRNPK was obtained by PCR from HCT116 cell genomic DNA and subcloned into the pCDNA3.0 plasmid. Sanger sequencing was used to confirm the insert sequence. The siRNA for CRLM1#1 was 5′-GTGAAGAGAAGCTAAGGGATT-3′ while CRLM1#2 was 5′-GTGCTAACCTACAGAAGAATT-3′. The siRNA sequence for hnRNPK was 5′-CCCTAACACTGAAACCAATTT-3′. Lipofectamine 2000 Transfection Reagent (Invitrogen, Carlsbad, CA, USA, 11,668,019) was used to transfect HCT116 and SW620 cell lines with the siRNAs and the expression vector of hnRNPK according to the manufacturer’s protocols.

### Lentiviral production and stable transfection

The full-length RNAi sequences and antisense oligonucleotides were amplified by PCR and cloned into puromycin-selected lentiviral particles, which were constructed and packaged by Guangzhou RiboBio, Co., Ltd. The sequence of lentivirus as follows: sh-CRLM1: GTGCTAACCTACAGAAGAATT; sh-hnRNPK: TGCCAGTGTTTCAGTCCCAGA. To express CRLM1, a lentiviral pTSB-GFP-puro vector was employed. The lentiviral plasmids, and the packing plasmids pMD2.G and psPAX2 (TranSheepBio, China), were co-transfected into HEK293T cells using Lipofectamine 2000 according to the manufacturer’s protocol (Procell, China). At 72 h after transfection, lentiviruses were collected and utilized to transduce HCT116 and SW620 cells in a 24-well plate. Puromycin (2 µg/mL, Ameresco) was added 72 h after transduction to select drug-resistant cell types.

### Cell apoptosis, wound-healing assay, and transwell

Cell apoptosis was assessed using the BD Annexin V: FITC Apoptosis Detection Kit (BB-4101, BestBio, China). According to manufacturer's protocol, the cells were stained with Annexin V-FITC and propidium iodide (PI) to determine cell apoptosis rate using ACEA NovoCyteTM (ACEA Biosciences Inc, USA). CRC cells were seeded onto six-well plates and cultured to 90% confluence for the wound-healing assay. A sterile 200 μL pipette tip was used to scratch straight lines in the cell layer to produce wounds. The cells were washed twice with PBS and cultured in McCoy's 5A medium (Procell, China) supplemented with 1% serum media for 0 and 24 h at 37 °C. Wounds were seen at various time points within the scrape lines, and representative spots were marked and photographed in three separate fields. The wound closure was then seen using an inverted microscope (Nikon, Japan) at a magnification of 200×. The ImageJ software was used to determine the widths of wound gaps. Transwell chambers were used to conduct in vitro invasion experiments (3422, Corning). In the lower chambers, McCoy's 5A (Procell, China) containing 20% FBS (0.6 mL) served as a chemo-attractant, while the upper chambers were pre-coated with a thin layer of Matrigel (BD Biosciences, USA) diluted 1:3 with serum-free DMEM (Procell, China). 5 × 10^5^ cells in 0.2 mL of media with 1% serum medium were introduced to the inserts and incubated for 48 h at 37 °C and 5% CO_2_. Cells that remained on the upper membrane surface of the inserts were cleaned with a cotton swab. The total number of cells that migrated into the lower chamber was fixed in 4% paraformaldehyde for 20 min before staining with 0.1% crystal violet (Beyotime, China). The invasion cells were examined using an inverted microscope (Nikon, Japan) at a magnification of × 200.

### Animal experiments

SW620 cells were transduced with sh-CRLM1 alone, or CRLM1-OE alone or in combination with sh-hnRNPK, or corresponding negative controls (NCs), labeled as mock, CRLM1, sh-NC, sh-CRLM1, mock + sh-NC, CRLM1 + sh-NC, and CRLM1 + sh-hnRNPK groups. The cells were removed from the culture vessel and transferred to PBS for the in vivo liver metastasis experiment. 1 × 10^6^ SW620 cells were injected into the distal tip of the spleens of female Balb/c nude mice (4 weeks old) purchased from CAVENS (CAVENS Laboratory Lab, Changzhou, China). After 4 weeks, the animals were euthanized, and the livers were removed for study.

### Fluorescence in situ hybridization (FISH) and immunofluorescence (IF)

Analyses of fluorescence in situ hybridization Cy3 labeled FISH probes were designed and synthesized by Genepharma (Suzhou, China). Cells were cultured on glass coverslips for 20 min before being fixed with 4% paraformaldehyde and blocked for 30 min using Pre-hybridization Buffer. Cells were incubated with 2 μM CRLM1 FISH probe in Hybridization Buffer in the dark at 37 °C overnight, washed three times, blocked with 5% BSA, then incubated with anti-hnRNPK (11,426–1-AP, Proteintech), and Aluor-647 labeled the second antibody, finally incubated with DAPI (Genepharma, Suzhou, China) for detection for 15 min, and finally analyzed using a confocal (PerkinElmer, Olympus).

### RNA-seq

TRIZOL (Invitrogen) was used to extract total RNA from CRC cell lines. The sequencing library of each RNA sample was prepared using the PAKA RNA HyperPrep Kit according to the manufacturer’s protocol (Roche). The libraries were prepared according to the manufacturer's instructions for high-throughput sequencing using ABLife's IlluminaNext-Seq 500 platform for 151 nt pair-end sequencings (Wuhan, China).

### Chromatin immunoprecipitation (ChIP) assay

Approximately 1 × 10^7^ cells were cross-linked in 1% formaldehyde for 10 min before stopping with 0.125 M glycine for 5 min. The cross-linked cells were lysed in lysis buffer (1 × PBS, 0.1% SDS, 0.5% NP-40, and 0.5% sodium deoxycholate) and sonicated to generate DNA fragments ranging from 200 to 1000 bp. Immunoprecipitation of the protein-DNA complex was performed by incubating at 4 °C for 2 h with ChIP-grade Protein A/G Magnetic Beads conjugated with anti-hnRNPK antibody or IgG. The beads were washed five times with LiCl immune complex wash buffer (0.5 M LiCl), and once with TE buffer, 10 mM Tris (pH 8.0), and 1 mM EDTA (pH 8.0). After resuspending the beads in 100 µL elution buffer (100 mM NaHCO_3_, 1% SDS), they were reverse cross-linked overnight at 65 °C. DNA fragments were purified using phenol extraction and ethanol precipitation following sequential RNase A and proteinase K treatment. According to manufacturer's instructions, the libraries were constructed using ThruPLEX® DNA-seq kit (Rubicon Genomics) and then applied to the Illumina Next-Seq 500 platform by ABlife, Inc. for 151 nt pair-ends sequencings (Wuhan, China).

### Chromatin isolation by RNA purification (ChIRP)-MS and ChIRP-seq

RAPOligoDesigner was used to design probes and gene synthesis with biotin-labeled DNA. The ChIRP-MS and ChIRP-seq assays were carried out exactly as described previously [18, 19]. Approximately 2 × 10^7^ cells were cross-linked in 1% formaldehyde for 10 min before stopping with 0.125 M glycine for 5 min. The cross-linked cells were lysed in lysis buffer (50 mM Tris–Cl pH 7.0, 10 mM EDTA, 1% SDS) and sonicated to generate 100–500 bp DNA fragments. Chromatin is diluted in a hybridization buffer two times its volume (750 mM NaCl, 1% SDS, 50 mM Tris7.0, 1 mM EDTA, 15% formamide). The DNA oligonucleotides were designed as probes to detect the lncRNA-CRLM1. As a negative control, LacZ from *E. coli* was used. Additional file 7: Table S1 displays the probe sequences. In HCT116 cells, probe sequences were used to capture lncRNA-CRLM1 and LacZ. To 3 mL of diluted chromatin, 100 pmol of probes were added, then mixed by end-to-end rotation at 37 °C for 4 h. Streptavidin magnetic C1 beads were washed three times in nuclear lysis buffer before being transferred into the reaction with 1 mL of sample and mixed for another 1 h at 37 °C. Magnets (Invitrogen) were used to capture beads: biotin-probes: RNA: chromatin adducts, which were then washed five times with wash buffer (2 × SSC, 0.5% SDS, v/v to original bead volume). After the final wash, transfer half of the sample to a new tube for MS analysis. For DNA extraction and analysis, use a different substance. ChIRP-MS beads were resuspended in DNase buffer (100 mM NaCl and 0.1% NP-40), and protein was eluted at 37 °C for 30 min using a cocktail of RNase A, RNase H, and DNase I. After boiling for 10 min, the protein eluent was added with 5 × laemmli sample buffer. For western blots or MS, final protein samples were size-separated in bis–tris SDS-PAGE gels. Resuspend ChIRP-DNA beads in 150 µL DNA elution buffer (50 mM NaHCO_3_, 1% SDS), add RNase A and RNase H, and incubate at 4 °C for 30 min with shaking. Eluted chromatin was treated at 50 °C for 45 min with mixing. The DNA was then extracted with an equal volume of phenol/chloroform/isoamyl alcohol and precipitated with ethanol overnight at − 80 °C. According to manufacturer's instructions, high-throughput sequencing libraries were created from ChIRPed DNA using ThruPLEX® DNA-seq kit (Rubicon Genomics) and then applied to the Illumina Next-Seq 500 platform by ABLife, Inc. for 151 nt pair-end sequencings (Wuhan, China).

### quantitative real-time PCR (qRT-PCR) validation of differentially expressed genes (DEGs)

To validate RNA-seq findings, qRT-PCR was performed on a subset of DEGs and normalized to the reference gene GAPDH. Additional file 7: Table S2 contains information on the primer sequences. The primer table was used in the qRT-PCR experiment. For qRT-PCR, the same RNA samples used for RNA-seq were used. Denaturation at 95 ℃ for 10 min was followed by 40 cycles of denaturing at 95 ℃ for 15 s, annealing and extension at 60 ℃ for 1 min. For each sample, PCR amplifications were carried out in triplicate.

### RNA immunoprecipitation (RIP) assay

Cells were cross-linked with UV irradiation (254 nm) on the ice at 400 mJ/cm^2^. Place cross-linked cells in ice-cold wash buffer (1 × PBS, 0.1% SDS, 0.5% NP-40, and 0.5% sodium deoxycholate), then incubate with RQ I DNase for 3 min at 37 °C. For immunoprecipitation, the supernatant was treated for 2 h at 4 °C with Pierce™ Protein A/G Magnetic Beads coupled with anti-hnRNPK antibody or IgG. The beads were washed with wash buffer, high-salt wash buffer (250 mM Tris 7.4, 750 mM NaCl, 10 mM EDTA, 0.1% SDS, 0.5% NP-40, and 0.5% sodium deoxycholate) and 1 × PNK buffer (50 mM Tris, 20 mM EDTA, and 0.5% NP-40) twice, respectively. Proteinase K was used to digest the protein, and Trizol isolated the RNA. For RIP-qRT-PCR, a QuantStudio 6 Flex System with real-time detection was used (ABI). For qRT-PCR experiment, a primer table was employed. Additional file 7: Table S3 shows gene-specific PCR primer pairs.

### Western blot

The nuclear and cytoplasmic fractions of HCT116 and SW620 cells transfected with CRLM1-OE were prepared using the nuclear and cytoplasmic extraction kit (Thermo, Waltham, MA) according to manufacture's instructions. HCT116 and SW620 cells transfected with or without CRLM1-OE and/or si-hnRNPK were lysed with RIPA lysis buffer (R0010, Solarbio, China) supplemented with protease inhibitors (Roche). Protein concentrations were measured using a BCA kit (Pierce, Rockford, IL). Then, the total protein was divided using 10% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE), followed by transfer to polyvinylidene fluoride (PVDF) membrane (Merck Millipore, Billerica, MA). For blocking the membrane, 5% skimmed milk was applied for 1 h, followed by primary antibodies against hnRNPK (Proteintech), BBC3 (Sigma-Aldrich), SMAD6 (ABclonal), BMP7 (Proteintech) and SMURF2 (ABclonal) overnight at 4 °C. Following the PVDF membrane's washing with TBST, it was incubated for 2 h with the corresponding secondary antibody. The proteins were identified using Pierce SuperSignal West Pico Chemiluminescent Substrate (Termo Fisher, Waltham, MA), following the manufacturer's instructions. Internal references were HistoneH3 and GAPDH antibody.

### Statistical analysis

The R package factoextra (https://cloud.r-project.org/package=factoextra) was used to perform principal component analysis (PCA) to illustrate the clustering of samples with the first two components. After normalizing the reads in samples by TPM (Tags per Million), in-house-script (sogen) was used to visualize next-generation sequence data and genomic annotations. To do the clustering based on Euclidean distance, the heatmap package (https://cran.r-project.org/web/packages/pheatmap/index.html) in R was utilized. Gene set enrichment analysis (GEPIA) was used to perform a survival analysis for CRLM1 in The Cancer Genome Atlas (TCGA) CRC data [20]. GraphPad Prism 9.0 was used for statistical analysis (GraphPad Software Inc., CA, USA). The mean and standard deviation express the data (Standard Deviation). The two-tailed Student's t-test, ANOVA, or χ^2^ test were used to compare two groups. *P* < 0.05 was regarded as statistically significant, *P < 0.05, **P < 0.01, ***P < 0.001.

All other materials and methods can be found in Additional file 1.

## Results

### CRLM1 is overexpressed in colorectal liver metastases and associated with poor survival

To conduct a thorough examination of the lncRNA expression landscape in CRLM tissues, 54 whole transcriptome sequencing data (RNA-seq) from 18 CRC samples, comprising normal colon, primary CRC, and liver metastasis tissues, were downloaded [21]. To discover lncRNAs linked with CRC metastasis, an analysis pipeline integrating different screening methodologies was used (Fig. 1A). The RNA-seq data was used to predict novel lncRNAs and lncRNA functions (Additional file 2: Fig. S1A). By overlapping the expressed lncRNAs in these three groups, it was discovered that there was a high overlap for both known and novel lncRNAs (Additional file 2: Fig. S1B). The first component of the principal component analysis (PCA) of the expressed lncRNAs and mRNAs revealed a significant difference between normal and tumor tissues. Still, the second component revealed a clear but not very different split between primary and metastatic tissues (Additional file 2: Fig. S1C). Weighted gene co-expression network analysis (WGCNA) was used to investigate metastasis-associated lncRNAs, and it discovered a co-expression module (MEgreen, including 309 lncRNAs) that was strongly related to metastatic tissues in a positive manner but not with normal/primary tissues (Fig. 1B, Additional file 2: Fig. S1D, E, and Additional file 7: Table S4). Concurrently, DEG analysis was performed to identify lncRNAs that were abnormally up-regulated in metastatic tissues (Fig. 1C, Additional file 2: Fig. S1F, and Additional file 7: Table S5), yielding 486 lncRNAs. The dysregulated lncRNAs identified by WGCNA and DEG methods were overlapped to restrict the search targets, yielding 89 credible candidates (Fig. 1D).

**Fig. 1:**
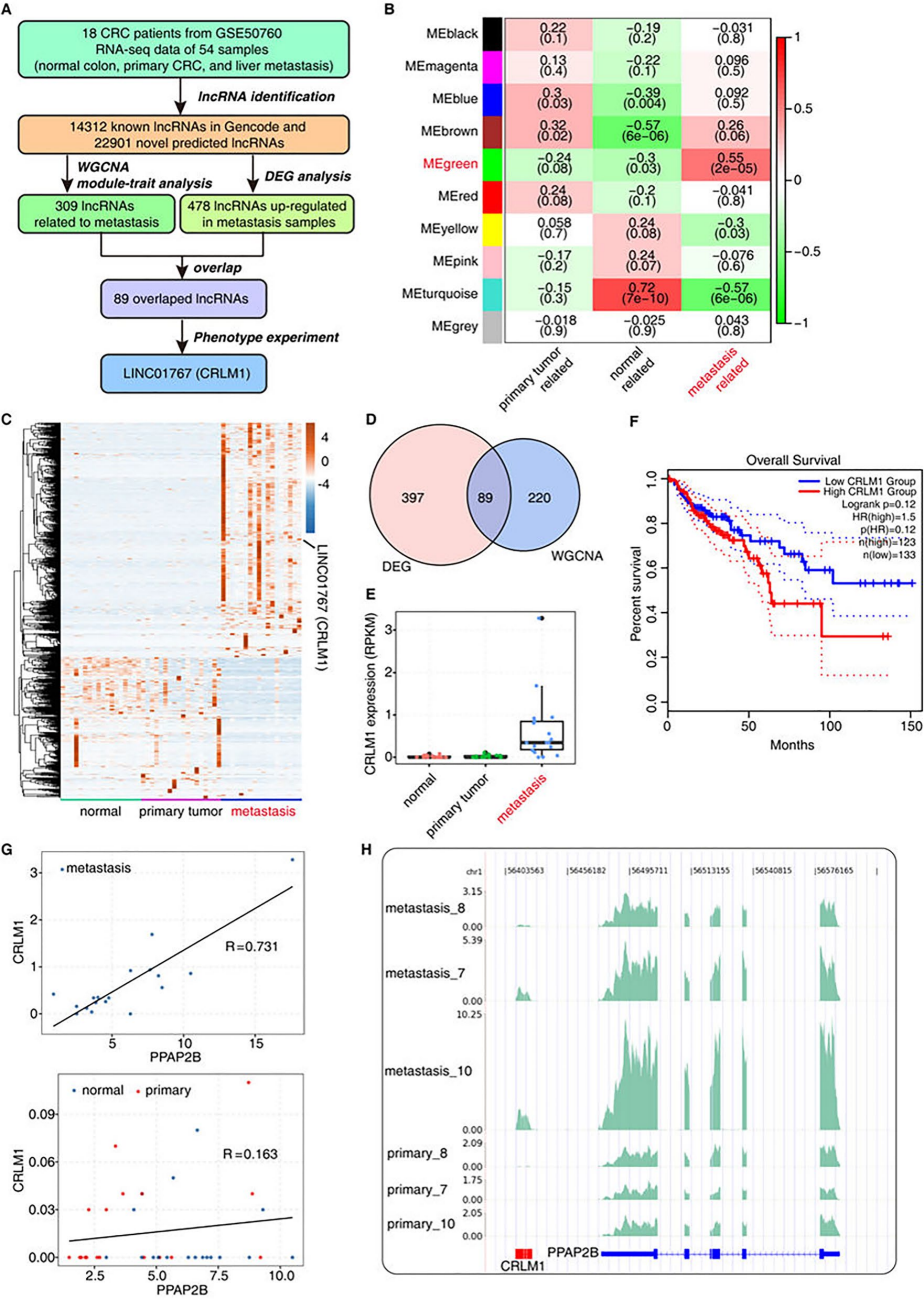
CRLM1 is overexpressed in colorectal liver metastases and associated with poor survival. **A** Strategy of lncRNA CRLM1 identification by WGCNA and DEG analysis. **B** Module-trait association. Each row corresponds to a module and each column corresponds to a specific trait: normal related, primary tumor related, and metastasis tumor related. The color of the cell indicates the correlation coefficient between the module and trait, dark red color indicates high degree of positive correlation, and dark green indicates high degree of negative correlation between each module and trait. The numbers in the cell indicate the module-trait correlation value (top) and *p* value (below). **C** The unsupervised hierarchical clustering heatmap of 54 samples based on DElncRNAs between metastasis group and primary group. **D** Venn diagram of up-regulated lncRNAs in metastasis (vers. Primary) and the most metastasis-related module (MEgreen) detected by WGCNA. **E** Boxplot of expression level of CRLM1 in normal samples, primary and metastasis tumor samples. **F** Kaplan–Meier analysis for overall survival of patient with high or low CRLM1 in the colorectal cancer from TCGA dataset. **G** Expression of CRLM1 and the adjacent gene PPAP2B is positive correlated in metastasis. **H** Visualization of CRLM1 and the adjacent gene PPAP2B

Among these candidates, lncRNA-linc01767, later called colorectal liver metastasis one (CRLM1), was explored further. CRLM1 was expressed at much higher levels in metastatic tissues than in normal and primary tumor tissues (Fig. 1E). By categorizing CRC patients based on CRLM1 expression levels (TCGA dataset), it was discovered that CRLM1 expression was negatively associated with patient survival time (Fig. 1F). It is well known that lncRNAs can control the expression of nearby genes in a cis-acting way. CRLM1 is found on chromosome 1 between the numbers 56,414,931 and 56,420,384. It has 4 exons that make up a 545-nt lncRNA and 3 short introns. 

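In GENCODE version 44, CRLM1 is LINC01767, on the forward strand of chromosome 1 of GRCh38 from 56414918 to 56417137, a span of 2220 bp. The longest form with 4 exons that carries both cloning primers whole is LINC01767-204 (633 nt), and LINC01767-201 (590 nt) also has 4 exons. The exons of LINC01767-201 run from 56414918 to 56415150, from 56415248 to 56415342, from 56415533 to 56415609 and from 56415782 to 56415966. The forward cloning primer of the paper (ACCAGGTACAAAATCCCCTGG) begins at base 46 of LINC01767-201, and the site of the reverse primer (TGGCTTGAACAATAAAAAGAGTTTATT) ends at base 590, so that the product has 545 nt. The same pair gives 631 nt on LINC01767-204 and 373 nt on LINC01767-205, and the other 6 annotated transcripts lack at least 1 of the sites. PPAP2B, annotated as PLPP3, lies on the reverse strand from 56494761 to 56645301, and 77623 bp separate it from LINC01767.

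**Figure D1:**
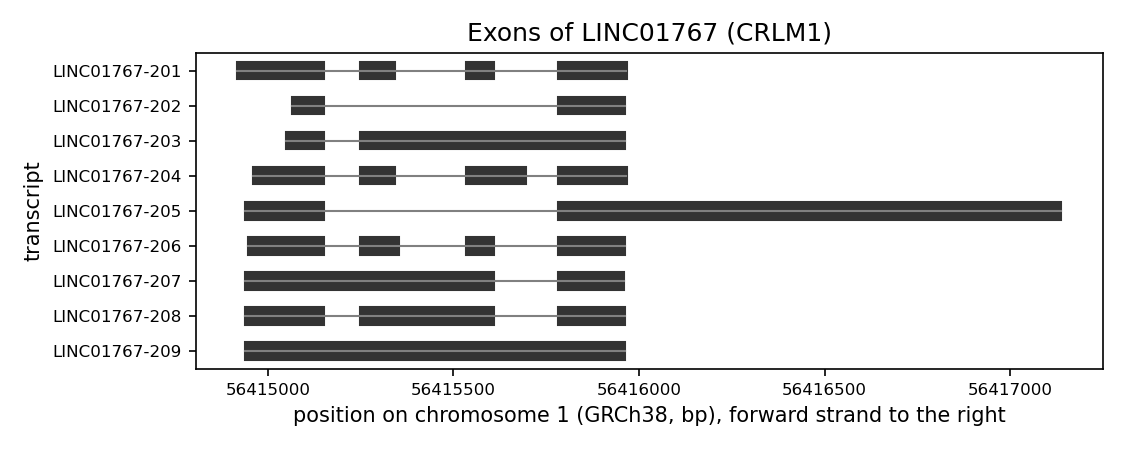
Exons (boxes) and introns (lines) of the 9 transcripts of LINC01767 along chromosome 1 of GRCh38, in bp, with the forward strand to the right. LINC01767-201, which gives the 545-nt product, has 4 exons, and LINC01767-205 reaches farthest, to 56417137.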

The expression correlation between CRLM1 and its adjacent gene phospholipid phosphatase 3 (PPAP2B/PLPP3) was investigated, and it was discovered that these two neighboring genes were strongly correlated in metastasis tissues but not in normal or primary tissues (Fig. 1G, H), implying that CRLM1 may be an important regulator of PPAP2B expression. The relevance of phospholipid phosphatase in cancer metastasis is currently unknown.

### CRLM1 inhibits CRC cell apoptosis and promotes metastasis in vitro and in vivo

CRLM1 overexpression (CRLM1-OE) plasmids and siRNAs targeting CRLM1 were transfected into HCT116 and SW620 cell lines to further investigate the biological activities of CRLM1 in CRC cells. Using qRT-PCR, the researchers discovered that the expression of CRLM1 was significantly up-regulated or down-regulated in CRC cells transfected with the corresponding vectors or siRNAs (Fig. 2A, B). Apoptosis was shown to be considerably enhanced in CRLM1 knockdown cells (Fig. 2C, D). To examine the migratory and invasive characteristics of CRLM1 overexpression or knockdown CRC cells, wound-healing and transwell assays were performed. The results showed that up-regulation of CRLM1 considerably boosted the migratory and invasive abilities of CRC cells, whereas down-regulation of CRLM1 significantly reduced them (Fig. 2E–K). To investigate the role of CRLM1 in CRC metastasis in vivo, we implanted stable CRLM1-OE or sh-CRLM1 SW620 cells into the distal tip of the spleens of Balb/c nude mice. Compared to the control group, the mice in the CRLM1-OE group developed more widespread liver metastasis (Fig. 2L, M), while the sh-CRLM1 group showed reduced liver metastasis (Fig. 2N, O). These findings added to evidence that CRLM1 inhibits CRC cell apoptosis and increases metastasis in vitro and in vivo.

**Fig. 2:**
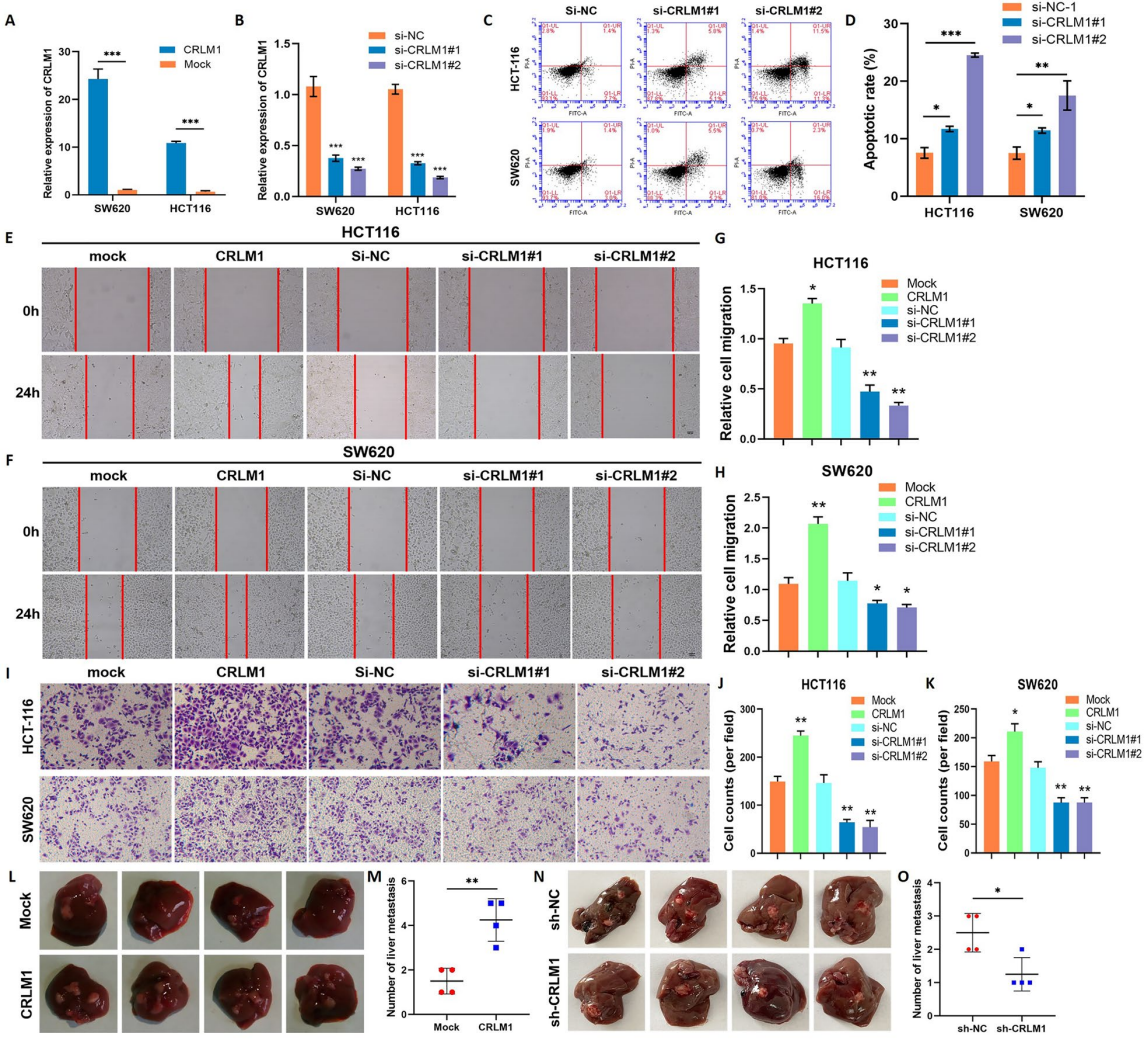
CRLM1 inhibits CRC cell apoptosis and promotes metastasis in vitro and in vivo. **A**, **B** The relative expression of CRLM1 was detected in HCT116 and SW620 cell lines after transfection with overexpressed CRLM1 plasmid (a) or si- CRLM1 (b) by qRT-PCR. **C**, **D** The apoptosis rate was analyzed by flow cytometry after downregulation of CRLM1 (**C**) and the quantification data (**D**). **E–H** The migratory ability of HCT116 (**E**) and SW620 (**F**) cell lines were detected by wound healing assays after overexpression or knockdown of CRLM1 (magnification, ×200, scale bar, 100 μm) and the quantification data (**G**, **H**). **I–K** Transwell assay was used to measure CRC cells invasion abilities after overexpression or knockdown of CRLM1 (magnification, ×200, scale bar, 100 μm) (**I**) and the quantification data (**J**, **K**). **L**–**O** Liver metastasis were taken from Balb/c nude mice injected with CRLM1-OE or sh-CRLM1 SW620 cells into the distal tip of the spleens for 4 weeks (n = 4 for each group). The images of liver metastasis (**L**, **N**) and the quantification data (**M**, **O**). Data are shown as mean ± SD, *P < 0.05, **P < 0.01, ***P < 0.001

### CRLM1 regulates the expression of CRC metastasis-related genes

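The sequenced cells came from HCT116, a human CRC cell line, in 3 groups of 3 biological replicates: cells overexpressing CRLM1 (CRLM1-OE), cells carrying its antisense sequence (antisense-OE, named Anti in Fig. 3A) and cells carrying the free plasmid (Ctrl). The authors trimmed adaptors and low-quality bases, dropped reads shorter than 16 nt and aligned the rest to GRCh38 with Gencode version 23 by TopHat2, allowing 4 mismatches. They counted the uniquely mapped reads of each gene and deposited these counts for every sample, together with FPKM values (fragments scaled for exon length and for the mapped fragments of the sample). Total counts per sample ranged from 33302292 to 44514692, with a median of 37869366 in CRLM1-OE, 36292725 in Ctrl and 37546884 in Anti. At these depths the smallest level that could be shown, 3 counts, was between 0.0674 and 0.0901 CPM (counts scaled to the library total), which covers counting error only.

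The counts were normalized here by edgeR's TMM method and compared with its quasi-likelihood test, 6 samples per comparison, with Benjamini-Hochberg adjustment over every gene with at least 1 count in those samples. Genes were called at a fold change of at least 2 and an adjusted p of at most 0.05, the thresholds of the supplementary methods. The paper's text names edgeR but not which of its tests was used. For a single gene, an exact permutation test of 3 samples against 3 cannot give a two-sided p below 0.1. The p-values weigh a difference against the spread between the 3 samples of a group. Whether a group came from more than 1 transfected line is not stated in the paper's text. In every comparison, plasmid and line therefore cannot be separated.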

A whole transcriptome sequencing experiment (RNA-seq) was done on three biological replicates of HCT116 cells transfected with CRLM1-OE, antisense-OE, and free plasmid control to reveal the underlying molecular mechanism for CRLM1 enhanced metastasis of CRC to the liver. 

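CRLM1, listed in the files as RP4-710M16.2, had 38704, 32751 and 35726 counts in the 3 CRLM1-OE samples and 0 in each Ctrl sample. The Anti samples held 1951, 1777 and 1540 counts on the gene. Its FPKM was 1520 ± 53.1 (SD, n = 3) in CRLM1-OE and 75.4 ± 3.97 (SD, n = 3) in Anti, and it was listed at 0 in Ctrl. Against the highest Ctrl floor of 0.0858 CPM, the CRLM1-OE level was at least 11066-fold higher and the Anti level at least 543-fold higher. The mean level in Anti, 46.6 CPM, was 4.91% of the 950 CPM in CRLM1-OE. From which strand these reads came is not recorded in the counts.

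Between samples of one group, the correlation of log2 CPM across genes with a mean count of at least 50 lay between 0.9965 and 0.9974. It fell to between 0.9772 and 0.9783 for CRLM1-OE with Ctrl, and to between 0.969 and 0.9703 for CRLM1-OE with Anti. Anti and Ctrl were closer to each other, with values between 0.9888 and 0.9896. These correlations run across 12941 genes, which are not independent replicates. The first principal component held 68.4% of the variance and set CRLM1-OE apart from both controls, and the second, with 18.5%, parted Anti from Ctrl.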

CRLM1-regulated genes were identified utilizing DEG analysis with antisense-OE control and free plasmid control. 

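Against the free plasmid control, 29846 genes were tested, of which 745 were up-regulated and 273 down-regulated in CRLM1-OE at the threshold of fold change and adjusted p. Against Anti, 30183 genes were tested, with 933 up-regulated and 772 down-regulated. Of the genes called against Ctrl, 440 (59.1% of the up-regulated) were also up-regulated against Anti, and 193 (70.7% of the down-regulated) were also down-regulated. No gene was called in opposite directions. Both comparisons use the same CRLM1-OE samples, so the overlap does not join independent results. Seen from the comparison with Anti, the shared genes made up 47.2% of the up-regulated and 25% of the down-regulated genes. Among all genes tested, called or not, the values of the groups did not overlap in 37.7% against Ctrl and in 41% against Anti, where chance alone gives 10%.

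Among the alternatives, an adjusted p of at most 0.05 alone, without the fold change, moved these counts by the largest number, to 4462 up-regulated and 5016 down-regulated against Ctrl. The lowest counts, 81 and 17, came from limma on log2(FPKM + 1). Among the alternatives of scaling, total counts without TMM factors gave 1101 up-regulated and 187 down-regulated genes. The labels number the replicates from 1 to 3 in each group, and the paper does not say whether equal numbers were prepared together. With the replicate number as a block, 653 genes were up-regulated and 212 down-regulated against Ctrl, against 745 and 273 without the block. The residuals of same-numbered samples had a mean correlation of 0.00219 across genes, and those of differently numbered samples -0.00108. The paper states that the bulk of the DEGs were shared between the 2 comparisons, and studies the DEGs against the free plasmid control further. Here most genes called against Ctrl were shared, but not most of those called against Anti.

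**Figure D2:**
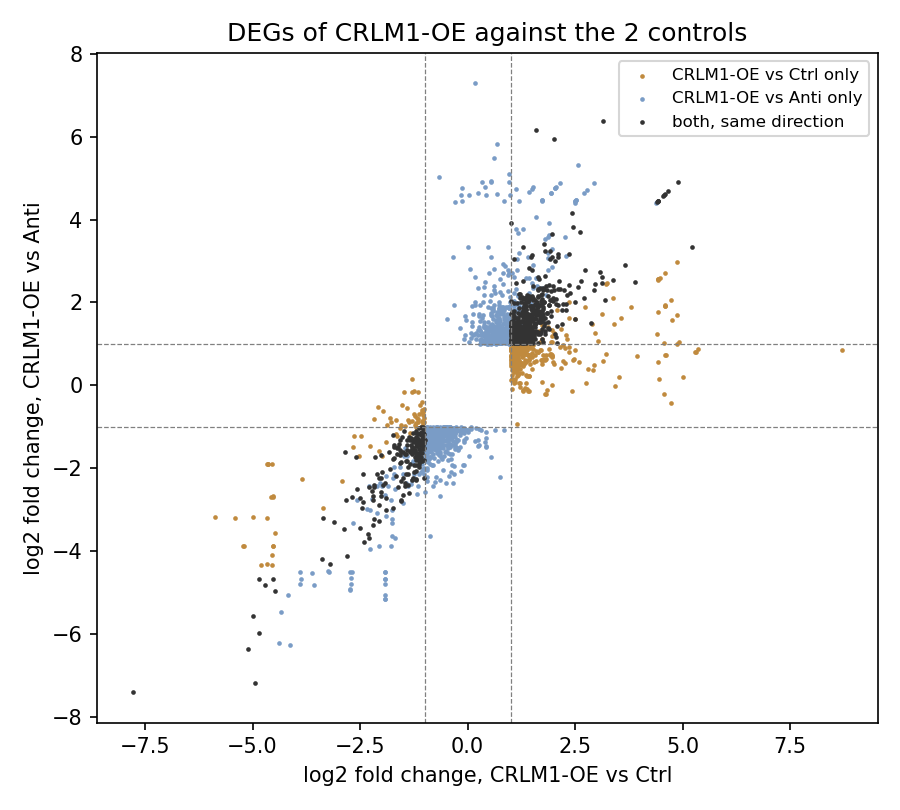
Log2 fold change of CRLM1-OE against Ctrl (x axis) and against Anti (y axis) for each gene called in at least 1 comparison and tested in both. Black points are the genes called in the same direction in both comparisons, 440 up and 193 down in all, of which CRLM1 itself is not drawn because it was at 0 in Ctrl; dashed lines mark a log2 fold change of 1 and -1.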

The comparison revealed 1141 and 968 up-regulated genes for the antisense and free plasmid controls, respectively, and 887 and 365 down-regulated genes, with the bulk of these DEGs shared (Fig. 3A and Additional file 7: Table S6). The DEGs that emerged from the comparison with the free plasmid control were studied further.

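Among called genes with a mean count of at least 100, those with the largest rise besides CRLM1 itself were HSPA6 (log2 fold change 3.90), HSPA1A (3.12), INSIG1 (2.62) and FOSB (2.32). INSIG1 rose from 5.74 ± 0.312 FPKM in Ctrl to 38.0 ± 1.12 FPKM in CRLM1-OE (SD, n = 3 each). HSPA1A varied more between replicates, with 43.0 ± 13.7 FPKM in CRLM1-OE and 4.60 ± 0.381 FPKM in Ctrl (SD, n = 3 each), and its reads can be split with a near-identical gene copy. The largest falls were those of CA9 (log2 fold change -2.60, standard error 0.17), SLC7A11 (-1.67, standard error 0.048) and LUCAT1 (-1.63, standard error 0.11). RN7SL2 (-1.63) and a Metazoa_SRP gene (-1.62) came next, both 7SL RNA genes with near-identical copies elsewhere in the genome. Of the called genes, 434 of the 745 up-regulated and 166 of the 273 down-regulated were protein-coding. A mean count under 10 was found for 274 of the 1018 called genes.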

**Fig. 3:**
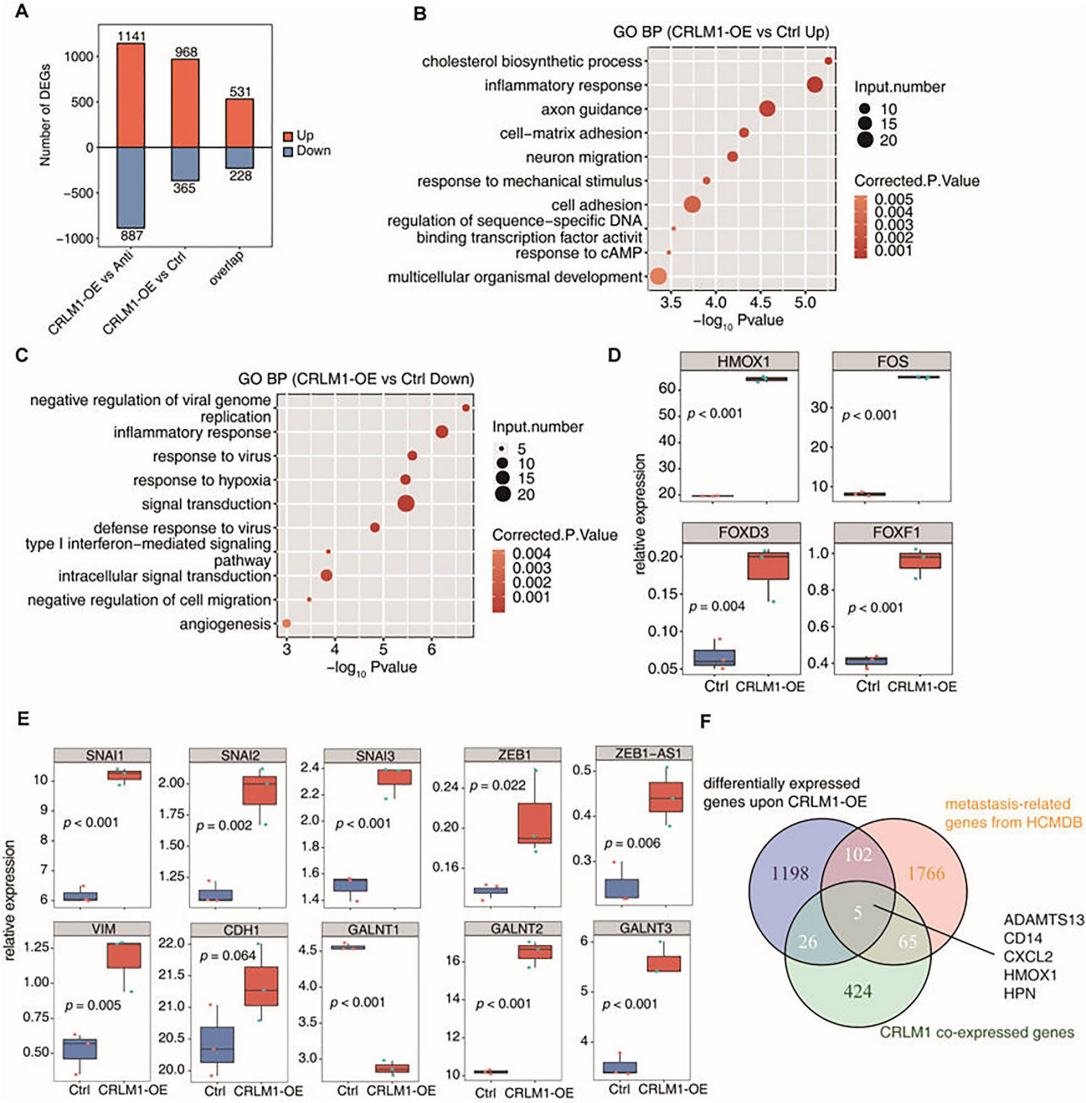
CRLM1-OE converts the CRC cell transcriptome to the metastasis state. **A** The number of DEGs among different groups. The number of up-regulated and down-regulated DE lncRNAs was showed in bar plot. “overlap” indicates the co-regulated genes between CRLM1 vs Anti and CRLM1 vs Ctrl. **B**, **C** The top 10 representative GO Biological Process terms of up- (**B**) and down-regulated genes (**C**) between CRLM1-OE and Ctrl. **D** Boxplots showing expression status of 4 differentially expressed TFs comparing CRLM1-OE with Ctrl samples. **E** Boxplots showing expression status of 10 EMT-related genes comparing CRLM1-OE with Ctrl samples. **F** Venn diagram of differentially expressed genes upon CRLM1-OE, metastasis-related genes from HCMDB database and CRLM1 co-expressed genes

Several cancer metastasis-related gene ontology (GO) biological process (BP) terms, including inflammatory response, cell–matrix adhesion, neuron migration, and cell adhesion, were discovered by functional analysis of CRLM1 up-regulated genes (Fig. 3B and Additional file 3: Fig. S2A). 

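The GO annotation behind these terms was not used here. In its place, 7 gene families chosen for the terms of Fig. 3B and C were tested as groups with limma's fry rotation test, adjusted over the 7 families. The 21 cholesterol synthesis enzymes were all higher in CRLM1-OE than in Ctrl, with a median log2 fold change of 0.71 (adjusted p = 6.5e-07), and 7 of them were called. IDI1 rose most of them (log2 fold change 1.71, standard error 0.048). Of 59 axon guidance ligands and receptors, 44 were higher (median 0.30, adjusted p = 6.1e-05), and 7 were called, among them SEMA7A (1.19) and SLIT1 (1.97). SLIT1 had only 2 to 8 counts per Ctrl sample, and its adjusted p ranged from 1.7e-06 to 0.054 over the alternatives. It did not pass the threshold against Anti (0.68, adjusted p = 0.15, quasi-likelihood test). The 18 cadherins had a median of -0.055 (adjusted p = 0.66), which became 0.074 under total counts (adjusted p = 0.011).

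The 26 integrins did not move together: 14 were higher and 12 lower, with a median of 0.16, while the test gave a fall (adjusted p = 0.0043). Under total counts the test gave a rise instead (median 0.30, adjusted p = 0.016). The 3 called integrins had mean counts of at most 16.3 in either group. ITGAL rose (log2 fold change 1.67, adjusted p = 0.023, from 0.0054 to 0.12 over the alternatives), as did ITGB3 (1.15, adjusted p = 0.034, from 0.0021 to 0.20). With each replicate left out in turn, ITGAL ranged from 1.36 to 2 and ITGB3 from 0.846, below the 2-fold limit, to 1.96. ITGA11 had 0 counts in every CRLM1-OE sample and 1 to 4 in Ctrl, too few for a fold change (adjusted p = 0.036, from 0.024 to 0.72 over the alternatives). The median log2 fold change of all genes with enough reads was 0.12 under total counts and -0.014 under TMM.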

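Of 49 chemokines and interleukins, 19 were higher and 30 lower in CRLM1-OE than in Ctrl. Their median log2 fold change was -0.097 (adjusted p = 2.2e-04, fry rotation test), or 0.022 under total counts, where the test still gave a fall. With each replicate left out in turn, it ranged from -0.365 (without CRLM1-OE replicate 1) to -0.0754 (without Ctrl replicate 3). The 5 called members all fell, with CCL28 at -2.02, CCL5 at -1.54, CCL20 at -1.25, CXCL1 at -1.20 and CXCL2 at -1.12. Over the alternatives, the adjusted p reached 0.15 for CCL5 and 0.091 for CCL20, and at most 0.014 for the others. Of 26 hypoxia-induced genes, 17 were lower, with a median of -0.26 (adjusted p = 2.8e-05), or -0.12 under total counts. CA9 and EGLN3 (-1.03) were the 2 called members. Of 34 interferon-induced genes, 26 were lower, with a median of -0.59 (adjusted p = 6.1e-05), or -0.45 under total counts. OASL (-1.51), IFIT3 (-1.19), IFIT1 (-1.02), IFITM1 (-1.67) and IFIT2 (-1.36) were called among them.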

CRLM1 down-regulated genes were also enriched in cancer-related BP terms such as inflammatory response, hypoxia response, negative regulation of cell migration, and angiogenesis (Fig. 3C and Additional file 3: Fig. S2B). 

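Against Anti, the cholesterol synthesis enzymes had a median log2 fold change of 0.98 (adjusted p = 1.6e-07, fry rotation test), with all 21 higher and 9 called. Axon guidance ligands and receptors had a median of 0.23 (adjusted p = 1.9e-05), interferon-induced genes of -0.97 (adjusted p = 2.3e-06), and chemokines and interleukins of -0.12 (adjusted p = 8.2e-05). The median of chemokines and interleukins ranged from -0.783 (without CRLM1-OE replicate 1) to 0.181 (without Anti replicate 1). It was -0.877 over the 20 members left by edgeR's filterByExpr, which leaves out genes with few counts. The hypoxia-induced genes were moved the other way than against Ctrl, with a median of 0.13 (adjusted p = 0.0064), or an adjusted p of 0.079 with the replicate number as a block. Anti itself was lower than Ctrl in these genes. Cadherins had a median of 0.41 (adjusted p = 0.0086) with 10 of 18 higher, and integrins of -0.0010 (adjusted p = 8.2e-05, a fall) with 13 of 26 lower, or 0.058 under total counts.

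**Figure D3:**
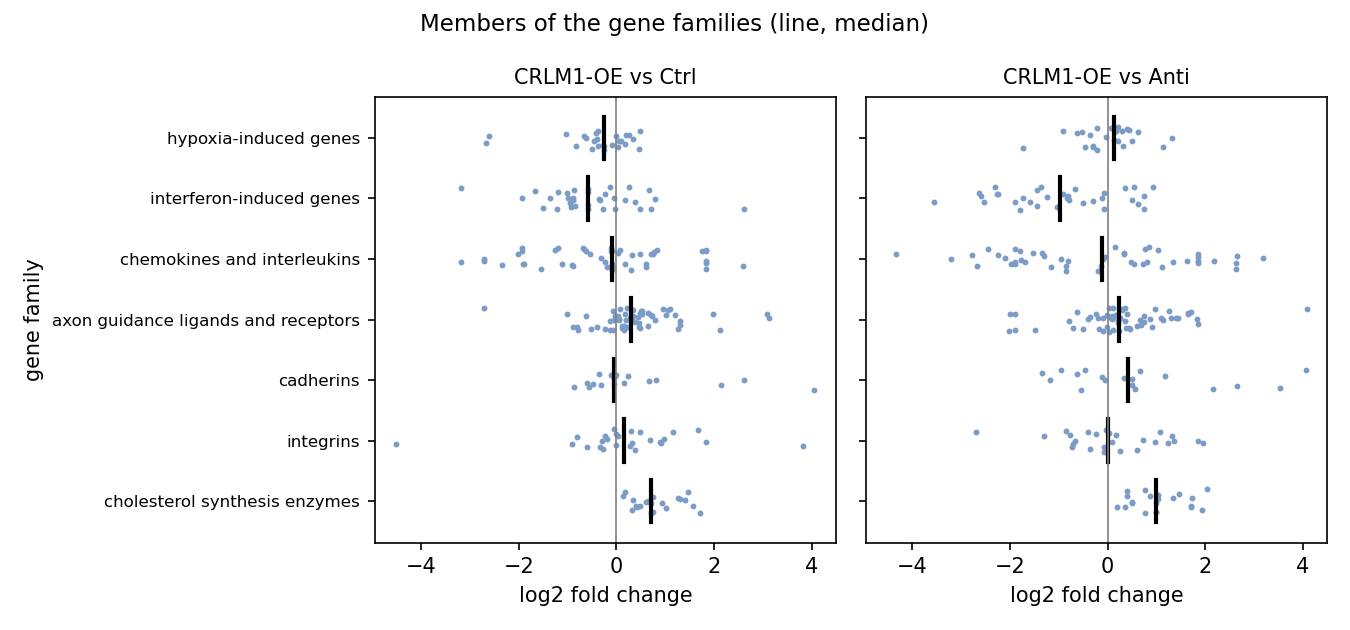
Log2 fold change of every member of the 7 gene families in CRLM1-OE against Ctrl (left) and against Anti (right), 1 point per gene, with the family median as a vertical line. The medians of the cholesterol synthesis enzymes, 0.71 and 0.98, are the highest, and those of the interferon-induced genes, -0.59 and -0.97, the lowest; under total counts the medians of cadherins and of chemokines and interleukins against Ctrl and that of integrins against Anti change sign, and the test direction of integrins against Ctrl turns from a fall to a rise.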

Similar enriched GO BP terms were detected in up-regulated and down-regulated genes compared to CRLM1-anti samples (Additional file 3: Fig. S2C, D). These findings showed a link between CRLM1 and cancer metastasis.

DEGs induced by CRLM1 were also enriched in transcription factors. Transcriptional factors such as HMOX1, FOS, FOXD3, and FOXF1 that have been up-regulated may contribute to the metastatic transcriptome formed by CRLM1-OE (Fig. 3D). 

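HMOX1 had 64.2 ± 1.08 FPKM in CRLM1-OE and 19.6 ± 0.0917 FPKM in Ctrl (SD, n = 3 each), a log2 fold change of 1.59 (standard error 0.035). FOS had 37.7 ± 0.361 and 8.13 ± 0.553 FPKM, a log2 fold change of 2.10 (standard error 0.038). For both genes the adjusted p from edgeR was at the smallest value written, 1e-300. FOXF1 rose by 1.10 on the log2 scale (standard error 0.15, adjusted p = 1.08e-11) from between 53 and 77 counts in the Ctrl samples to between 136 and 151 in CRLM1-OE.

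FOXD3 was counted only 4 to 8 times in the Ctrl samples and 11 to 21 times in CRLM1-OE, with a log2 fold change of 1.34 (standard error 0.46, adjusted p = 0.012). With DESeq2's Wald test its adjusted p was 0.065, in a range from 0.00213 to 0.065 over all alternatives. Against Anti, FOXD3 did not differ (log2 fold change -0.071, adjusted p = 0.90), since Anti held 14 to 20 counts. HMOX1 (1.30), FOS (2.32) and FOXF1 (0.61) were higher than in Anti as well.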

Additionally, CRLM1 boosted the expression of classic EMT transcription factors, including Snails, ZEB1 and ZEB1-AS, which positively regulates ZEB1 expression in CRC cells, which should be done contribute significantly to the metastatic transcriptome as well. 

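SNAI1 rose by 0.61 on the log2 scale in CRLM1-OE against Ctrl (standard error 0.068, adjusted p = 4.2e-18), SNAI2 by 0.68 (standard error 0.13, adjusted p = 1.1e-06) and SNAI3 by 0.51 (standard error 0.13, adjusted p = 4.6e-04). None of these reached the 2-fold change that defined a DEG, while SNAI1 passed it against Anti (1.03), where SNAI2 stood at 0.80, SNAI3 at 0.84 and ZEB1 at 0.72. ZEB1 had 0.210 ± 0.0436 FPKM in CRLM1-OE and 0.137 ± 0.00577 in Ctrl (SD, n = 3 each), a log2 fold change of 0.52 (standard error 0.21, adjusted p = 0.047). The adjusted p of ZEB1 lay between 0.0074 and 0.34 over the alternatives, and was 0.14 with DESeq2's Wald test. ZEB1-AS1 rose by 0.73 against Ctrl (standard error 0.20, adjusted p = 0.0011). It differed little from Anti (0.10, standard error 0.18, adjusted p = 0.69), which was itself above Ctrl by 0.61 (adjusted p = 0.015).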

The EMT marker vimentin expression was greatly elevated, whereas the epithelial marker CDH1 (E-cadherin) expression was not altered. 

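VIM, which encodes vimentin, had 1.17 ± 0.199 FPKM in CRLM1-OE and 0.517 ± 0.147 FPKM in Ctrl (SD, n = 3 each). Its counts, from 96 to 119 and from 37 to 55, gave a log2 fold change of 1.08 (standard error 0.18, adjusted p = 1.1e-08), which ranged from 0.84 to 1.27 as each replicate was left out in turn. Against Anti the log2 fold change of VIM was 1.35 and that of CDH1 was -0.115 (adjusted p = 1.0e-04, from 3.9e-05 to 0.32 over the alternatives). Against Ctrl, CDH1 had 21.4 ± 0.615 and 20.4 ± 0.566 FPKM, with a log2 fold change of -0.052 (standard error 0.030, adjusted p = 0.21). Under total counts the sign turned, with 0.090 (adjusted p = 0.010, in a range from 0.010 to 0.63 over the alternatives). Under that scaling, the value lay below the median of all genes.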

Recently, it was shown that GALNT1 promotes metastasis. Its expression is regulated by the lncRNA SNHG7 [15]. However, it was revealed that CRLM1 drastically lowered GALNT1 expression while increasing GALNT2 and GALNT3 expression (Fig. 3E). 

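GALNT1 fell from 4.56 ± 0.0462 to 2.87 ± 0.101 FPKM (SD, n = 3 each), a log2 fold change of -0.78 (standard error 0.062, adjusted p = 4.8e-35). GALNT2 rose from 10.2 ± 0.120 to 16.5 ± 0.695 FPKM, by 0.58 on the log2 scale (standard error 0.036, adjusted p = 3.2e-55). GALNT3 rose from 3.52 ± 0.234 to 5.61 ± 0.344 FPKM, by 0.56 (standard error 0.060, adjusted p = 4.7e-19). In all 3 genes the difference was larger than the spread between replicates and smaller than 2-fold. Against Anti, the log2 fold changes were -0.91 for GALNT1, 0.59 for GALNT2 and 0.94 for GALNT3.

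**Figure D4:**
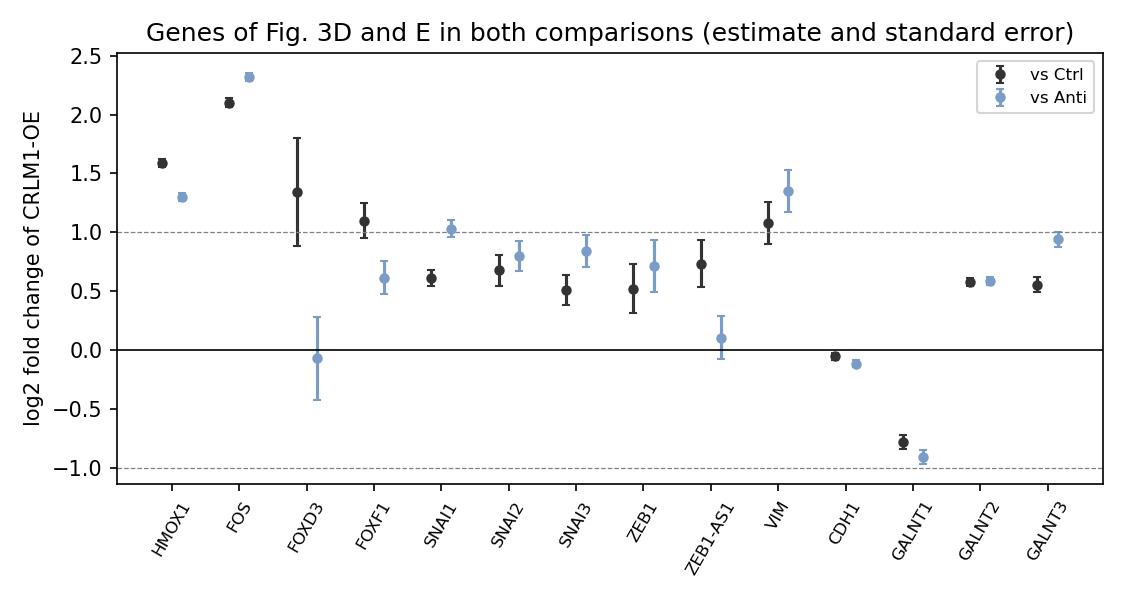
Log2 fold change of CRLM1-OE against Ctrl (black) and Anti (blue) for the genes of Fig. 3D and E, with the standard error of the estimate as bars and dashed lines at 1 and -1. FOXD3 and ZEB1-AS1 are higher than in Ctrl (1.34 and 0.73) but not than in Anti (-0.071 and 0.10); under total counts CDH1 against Ctrl is 0.090 in place of -0.052.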

To verify the results of RNA-seq, qRT-PCR was performed to detect the expression of above genes in HCT116 cells transfected with CRLM1-OE. The results showed that HMOX1, FOS, FOXD3, FOXF1,SNAI1, SNAI2, SNAI3, ZEB1, ZEB1-AS1, VIM, GALNT2 and GALNT3 mRNA level in CRLM1-OE cells was significantly higher than in control cells, whereas GALNT1 was significantly lower. And there was no significant difference in CDH1 expression between CRLM1-OE cells and control cells (Additional file 3: Fig. S2E, F). These findings were similar to the RNA-seq results.

A co-expression study of 54 RNA-seq datasets revealed that CRLM1 expression was linked with 520 genes, 31 of which overlapped with CRLM1-OE DEGs in CRC cells. The CRLM1-regulated and CRLM1-coexpressed genes were compared to metastasis-related genes (1938) in the human cancer metastasis database (HCMDB) [22], yielding 107 and 70 overlapped genes, respectively (*p* = 0.002 and 4.48123e-10, hypergeometric test, Fig. 3F). These three datasets shared only five genes, including ADAMTS13, CD14, CXCL2, HMOX1, and HPN (Fig. 3F). 

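In CRLM1-OE against Ctrl, ADAMTS13 rose by 1.05 on the log2 scale (standard error 0.12, adjusted p = 5.1e-17), from 0.473 ± 0.0814 to 1.07 ± 0.0503 FPKM (SD, n = 3 each). CXCL2 fell from 4.73 ± 1.02 to 2.33 ± 0.168 FPKM (standard error of its log2 fold change 0.12, adjusted p = 2.1e-20). CD14 was counted 1 to 3 times per Ctrl sample and 4 to 15 times per CRLM1-OE sample. Its log2 fold change of 1.52 (standard error 0.72) did not pass the threshold (adjusted p = 0.10), and passed it only with edgeR's exact test with one common dispersion (adjusted p = 0.047, in a range from 0.047 to 0.67 over the alternatives). The log2 fold change of CD14 ranged from 0.706 (without CRLM1-OE replicate 1) to 1.82 as each replicate was left out in turn. HPN was counted 3 to 8 times per Ctrl sample and 0 to 2 times per CRLM1-OE sample, a log2 fold change of -2.48 (standard error 0.95, adjusted p = 0.030). With the replicate number as a block, the log2 fold change of HPN was -2.44 with an adjusted p of 0.094, and over the alternatives the adjusted p ranged from 0.0089 to 0.21. Against Anti, CD14 was called (log2 fold change 2.34, adjusted p = 0.013, from 0.0018 to 0.37 over the alternatives), ADAMTS13 rose by 0.615, CXCL2 fell by 1.78, and HPN did not differ past the threshold (-1.23, adjusted p = 0.52). The value of CD14 against Anti ranged from 1.53 to 3.51 as replicates were left out.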

Heatmap analysis revealed that these five genes were overexpressed in metastatic samples (Additional file 3: Fig. S2G), while three (ADAMTS13, CD14 and HMOX1) were up-regulated and two (CXCL2, and HPN) were down-regulated in CRC cells by CRLM1-OE (Additional file 3: Fig. S2H). 

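PPAP2B, the neighbour of CRLM1 on chromosome 1, had 1.97 ± 0.101 FPKM in CRLM1-OE, 1.26 ± 0.246 FPKM in Ctrl and 1.38 ± 0.142 FPKM in Anti (SD, n = 3 each). Its log2 fold change was 0.52 against Ctrl (standard error 0.10, adjusted p = 4.5e-06) and 0.46 against Anti (adjusted p = 2.9e-05). As each replicate was left out in turn, the value against Ctrl ranged from 0.39 to 0.62.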

Consistent with the positive correlation between CRLM1 and its neighboring gene PPAP2B in patients, it was demonstrated that CRLM1 boosted PPAP2B expression in vitro (Additional file 3: Fig. S2I), indicating that CRLM1 has a regulatory effect on PPAP2B expression.

### CRLM1-chromatin binding is weakly associated with CRLM1-regulated gene expression

Numerous lncRNAs regulate gene expression through their association with specific chromatin sites. To elucidate how CRLM1 regulates gene expression in HCT116 cells, the ChIRP approach was used to identify putative CRLM1–chromatin interaction sites by sequencing the chromatin DNA fragments associated with CRLM1 (ChIRP-seq) (Additional file 4: Fig. S3A). One thousand three hundred and one peaks were obtained after aligning the quality-filtered data to the human genome and calling Model-based Analysis of ChIP-Seq 2 (MACS2) peaks (Fig. 4A and Additional file 7: Table S7). When compared to the genomic length distribution, there were more CRLM1 binding sites (peaks) in the TSS upstream region than in the gene body (excluding the intron) (Fig. 4B). Six hundred sixty-three genes having CRLM1 peaks in the gene body region or the upstream 5 kb region were identified. Notably, CRLM1-associated genes were also considerably enriched in biological processes associated with metastasis, such as cell adhesion and response to DNA damage stimuli (Fig. 4C and Additional file 4: Fig. S3B).

**Fig. 4:**
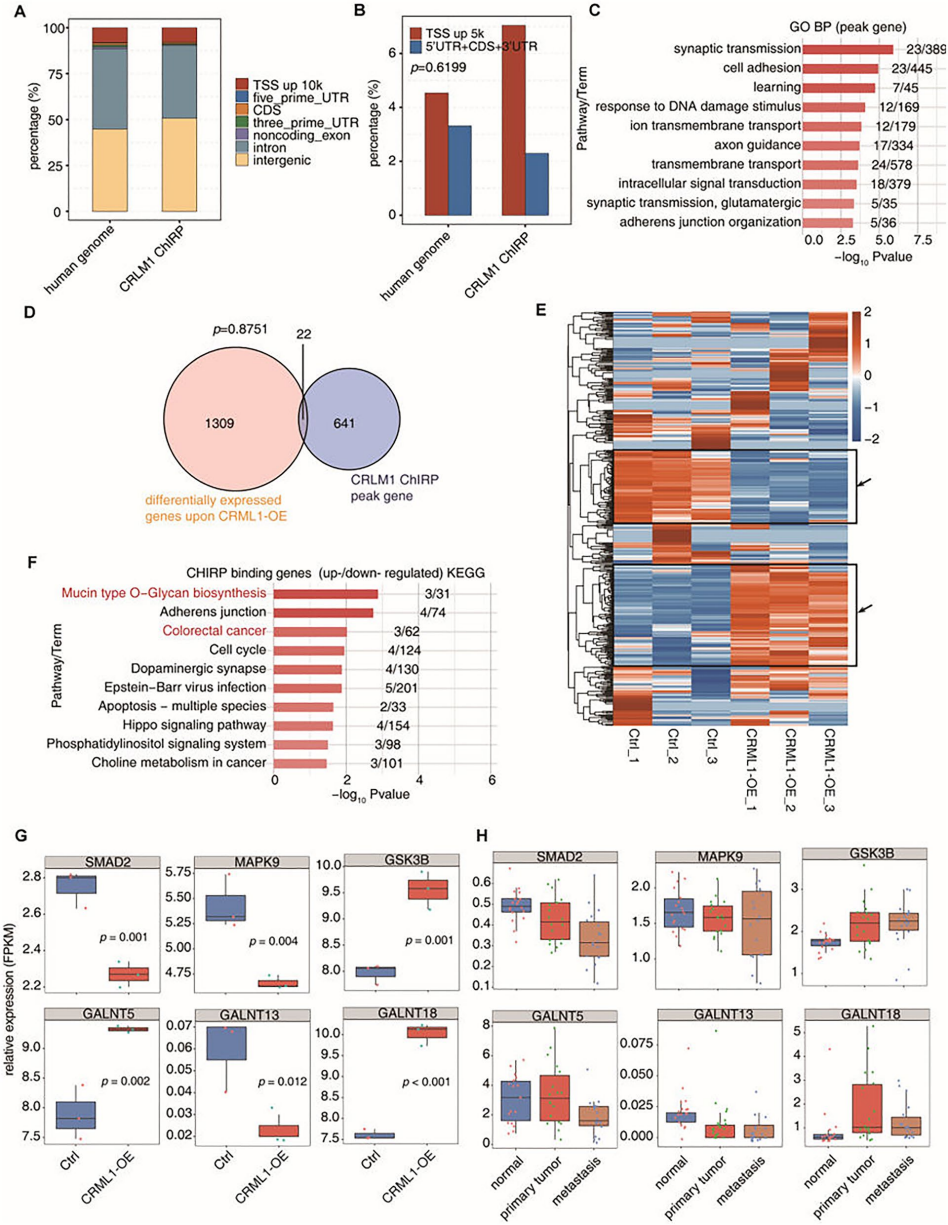
CRLM1–chromatin interaction and its effect on gene expression. **A** Percentage of CRLM1-bound peaks in different genomic regions. **B** Percentage of CRLM1-bound peaks in 5 kb of TSS upstream was compared to that in gene body exclude intron region. **C** The top 10 representative GO Biological Process terms of all CRLM1 binding genes. **D** Venn diagram of CRLM1 binding genes by ChIRP-DNA and differentially expressed genes upon CRLM1-OE. **E** The unsupervised hierarchical clustering heatmap showing the expression level of CRLM1-bound genes by ChIRP-DNA from CRLM1-OE and Ctrl samples. **F** The top 10 representative GO Biological Process terms of CRLM1-bound genes which were regulated by CRLM1-OE (genes in black box of **D**). **G** Boxplots showing expression status of six CRLM1-bound genes which were regulated by CRLM1-OE genes from CRLM1-OE and Ctrl samples. **H** Boxplots showing expression status of six CRLM1-bound genes which were regulated by CRLM1-OE genes from 54 GEO samples

However, only 15 and 7 of these genes overlapped with CRML1 up-and down-regulated genes (Fig. 4D). These findings imply that CRLM1 binding and CRLM1-regulated gene expression are not well correlated. The global expression pattern of genes containing one or more CRLM1-associated chromatin locations was studied using heatmap clustering. Around half of the CRLM1-associated genes exhibited distinct CRLM1-regulated gene expression patterns, with more up-regulated genes than down-regulated genes in CRLM1-OE samples (black frames, Fig. 4E). The activities of these CRLM1-associated genes were also investigated. They were found to be strongly correlated with cancer metastasis-related terms, including adhesion junction, cell cycle, apoptosis, and choline metabolism in cancer (Fig. 4F). Notably, these genes were significantly enriched in mucin-type O-glycan biosynthesis and CRC (Fig. 4F). Changes in O-glycan biosynthesis were previously observed in human CRC tissues [23]. The three CRC genes were SMAD2, MAPK9, and GSK3B. 

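In CRLM1-OE against Ctrl, SMAD2 fell by 0.39 on the log2 scale (standard error 0.031, adjusted p = 7.0e-35) and MAPK9 fell by 0.33 (standard error 0.045, adjusted p = 1.2e-12). GSK3B rose by 0.15 (standard error 0.034, adjusted p = 1.0e-04), GALNT5 by 0.12 (standard error 0.037, adjusted p = 0.0037) and GALNT18 by 0.29 (standard error 0.054, adjusted p = 9.5e-07). Among these 5 genes with at least 745 counts in every sample of both groups, no change reached 2-fold. GALNT13 was counted only 8 to 19 times per Ctrl sample and 4 to 7 times per CRLM1-OE sample, with a log2 fold change of -1.41 (standard error 0.48, adjusted p = 0.012). With DESeq2's Wald test the adjusted p of GALNT13 was 0.070, in a range from 0.0016 to 0.11 over the alternatives. Against Anti, SMAD2 (-0.31), MAPK9 (-0.32), GSK3B (0.37) and GALNT18 (0.18) had adjusted p values of at most 0.0026, while GALNT5 (0.068, adjusted p = 0.14) and GALNT13 (-0.55, adjusted p = 0.54) did not pass the threshold.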

When the expression levels of these genes and three mucin-type O-glycan biosynthesis genes, GALNT5, GALNT13, and GALNT18, were plotted, we discovered that the expression change for all of these CRLM1-binding genes was low or negligible (Fig. 4G). qRT-PCR was performed to verify the mRNA expression of these genes of HCT116 cells transfected with CRLM1-OE. Similar results were obtained from qRT-PCR (Additional file 4: Fig. S3C). Interestingly, the expression patterns of these genes were largely similar in patient metastatic tissues (Fig. 4H) to those in CRLM1-OE CRC cells, implying the functional significance of the CLRM1 binding-associated gene expression changes, albeit minor. It was observed that the link between CRLM1 and chromatin was poor. Except for CRLM1 itself, most of the CRLM1 binding sites had poor ChIRP-seq signals (Additional file 4: Fig. S3D–F).

### CRLM1 physically interacts with hnRNPK and promotes its nuclear localization

LncRNAs regulate cells function by interacting with proteins. ChIRP and mass spectrometry (ChIRP-MS) were used to identify proteins that interact with CRLM1. There were 76 proteins discovered in total (Additional file 7: Table S8). By clustering CRLM1-interacted proteins using STRING, it was discovered that CRLM1 interacts preferentially with a large number of histone proteins and a few RNA binding proteins (RBPs), shedding light on the potential processes by which CRLM1 interacts with chromatin (Fig. 5A). The transcriptional regulatory role of RBPs was discovered using a large-scale genome-wide chromatin immunoprecipitation (ChIP) approach. Among the RBPs that interact with CRLM1, heterogeneous nuclear ribonucleoprotein K (hnRNPK) has been investigated for decades as a DNA-binding transactivator that recruits transcription factors that promote cancer development and metastasis. As a result, it was suggested that CRLM1 might interact with hnRNPK to perform its metastasis-promoting functions.

**Fig. 5:**
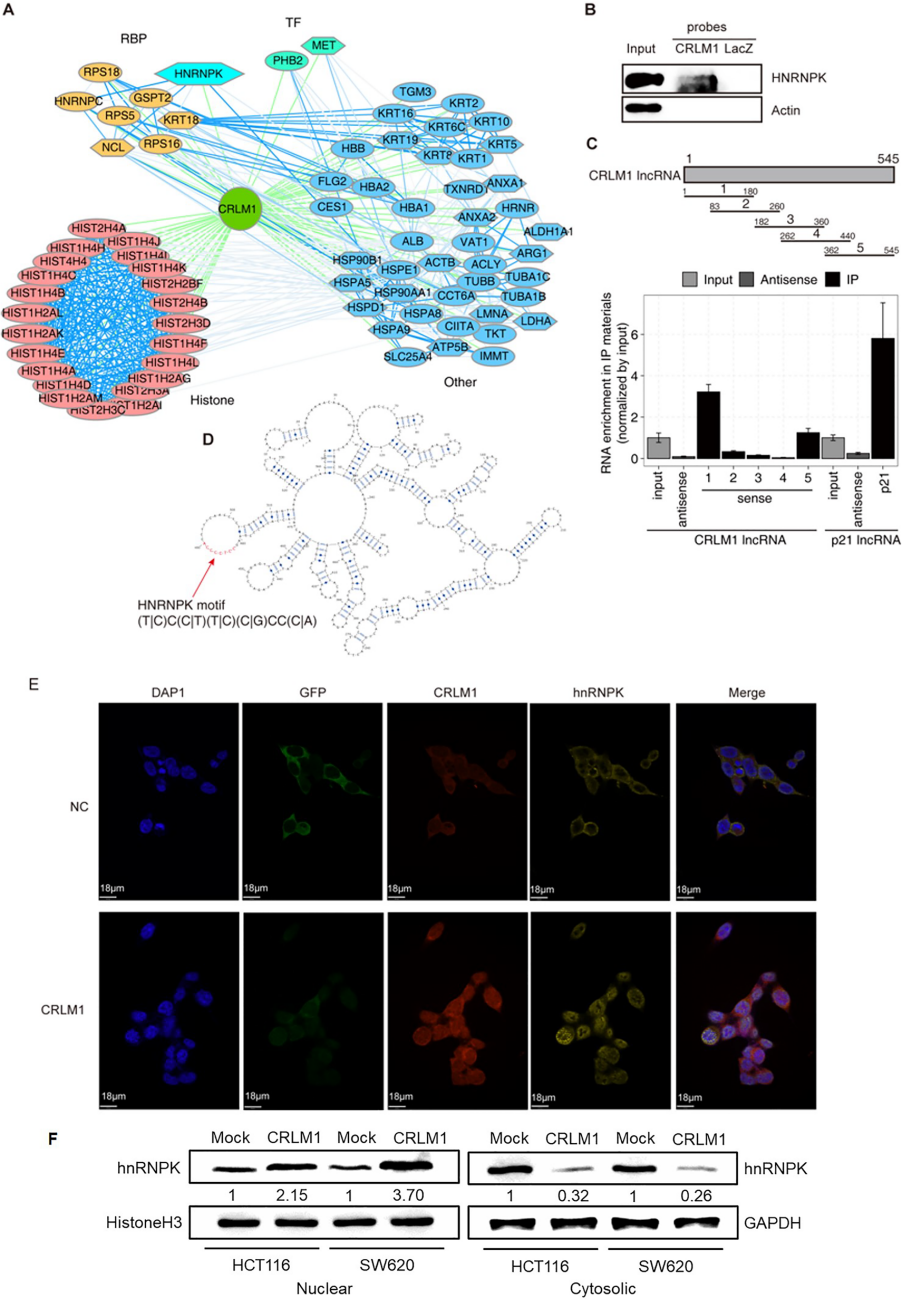
CRLM1 interacts with hnRNPK and promotes its nuclear localization. **A** CRLM1–protein interaction network. Histone, RNA binding proteins (RBP), transcriptional factors (TF) and other proteins are grouped separately. Hexagon indicates the metastasis-related genes from HCMDB database. The protein association networks were constructed using STRING. **B** Western validation of HNRNPK protein retrieved by CRLM1. **C** hnRNPK RIP-qPCR. **D** Predicted second structure of CRLM1 which contains hnRNPK binding motif at 403 to 410. **E** Localization of CRLM1 and hnRNPK in HCT116-NC and HCT116-CRLM1 cells by fluorescence in situ hybridization and immunofluorescence. Blue represents DAPI staining of the nucleus, green represents GFP staining of the cytoplasm, red represents Cy3-labeled probe against CRLM1 RNA and yellow represents Aluor 647 against hnRNPK-antibody. **F** The hnRNPK protein from purified nuclear fractions and cytosolic fraction in HCT116 and SW620 cells transfected with CRLM1-OE was examined using western blotting

Western blotting was used to confirm the physical interaction between CRLM1 and hnRNPK using protein components recovered from the CRLM1 ChIRP experiment. hnRNPK was found in the CRLM1 ChIRP sample but not in the LacZ negative control sample, and both ChIRP samples were devoid of ACTIN (Fig. 5B). To identify the unique 483 fragment capable of engaging with hnRNPK, we used an enhanced RNA immunoprecipitation (RIP) assay employing antibodies against hnRNPK to capture its associated RNA fragments. PCR amplification of the related CRLM1 RNA resulted in five distinct truncation segments with approximately 80 ~ 100 nt overlap between neighboring fragments (Fig. 5C). As a positive control, a well-characterized lncRNA-P21 was chosen that interacts with hnRNPK [24]. As negative controls, antisense strands were amplified. The results of qRT-PCR indicated that the first fragment (position 1–180) had the strongest binding signal, but the second fragment (position 83–260) had a very weak signal, implying a significant binding site in an 82-nt CRLM1 fragment positioned at the 5′ end (Fig. 5C). Similarly, a study of the binding signal difference between the fifth (position 362–545) and fourth (position 262–440) CRLM1 fragments showed the presence of a second strong binding site for hnRNPK in a 105-nt CRLM1 fragment positioned at the 3′ end of CRLM1 (position 441–545). Previous research established that hnRNPK binds to C-rich motifs and that this binding is connected with lncRNA nuclear enrichment [25, 26]. The C-rich and Alu elements in CRLM1 sequences were subsequently examined, and a putative hnRNPK binding site was identified in a large loop located at the 3′ end (position 483 ~ 490, Fig. 5D), consistent with RIP-qPCR results.

To further investigate the physical interaction between CRLM1 and hnRNPK, fluorescence in situ hybridization (FISH) tests were performed to confirm their cellular location. Under negative control, CRLM1 was both nuclear and cytoplasmic, whereas hnRNPK was more cytoplasmic than the nucleus. However, it was discovered that CRLM1 and hnRNPK were mostly localized in the nucleus with some colocalization under the CRLM1-OE condition. Surprisingly, hnRNPK's cytoplasmic distribution was decreased (Fig. 5E). To verify the results of FISH experiment, western blotting was performed to analyse the nuclear/cytosol fractionation and quantification of CRLM1-dependent hnRNPK in HCT116 and SW620 cells transfected with CRLM1-OE. The results showed that CRLM1-OE cells exhibited significantly higher levels of nuclear hnRNPK protein, compared with the control cells, as well as cytosolic hnRNPK protein level was significantly lower than in control cells (Fig. 5F). This finding was consistent with the FISH results. Taken together, our results indicate that CRLM1 interacts with and supports the nuclear localization of hnRNPK.

### CRLM1 strongly promotes hnRNPK occupancy at promoter regions to regulate the expression of genes

Given that CRLM1 may interact with hnRNPK and increase its nuclear localization in trans, the question is how CRLM1 affects the hnRNPK-chromatin relationship (Fig. 6A). To test this idea, chromatin immunoprecipitation and sequencing (ChIP-seq) for hnRNPK was done in HCT116 cells overexpressing hnRNPK under CRLM1-OE or control conditions. The confident hnRNPK ChIP peaks were mostly situated in intergenic regions, significantly more than the genomic fraction of intergenic areas (Fig. 6B, Additional file 7: Tables S9 and S10). Only 34 genes had at least one confident hnRNPK peak within their promoter regions (Fig. 6C), consistent with the low hnRNPK concentration in the nucleus. The CRLM1-OE condition significantly enhanced the hnRNPK peaks within 10 kb upstream of the TSS and in the gene body regions, decreasing intergenic regions. There are now 170 genes that contain at least one confident hnRNPK peak (Fig. 6B, C). One hundred and fifty-one were unique to the CRLM1-OE condition, 25 were duplicated with previously published hnRNPK-bound genes (1177) [27] (Additional file 5: Fig. S4A), and 21 were overlapped with metastasis-related genes (Fig. 6d). Functional enrichment analysis revealed that hnRNPK-bound genes were strongly enriched in apoptotic pathways and processes, as well as gene expression regulation and RNA metabolic processes (Additional file 5: Fig. S4B).

**Fig. 6:**
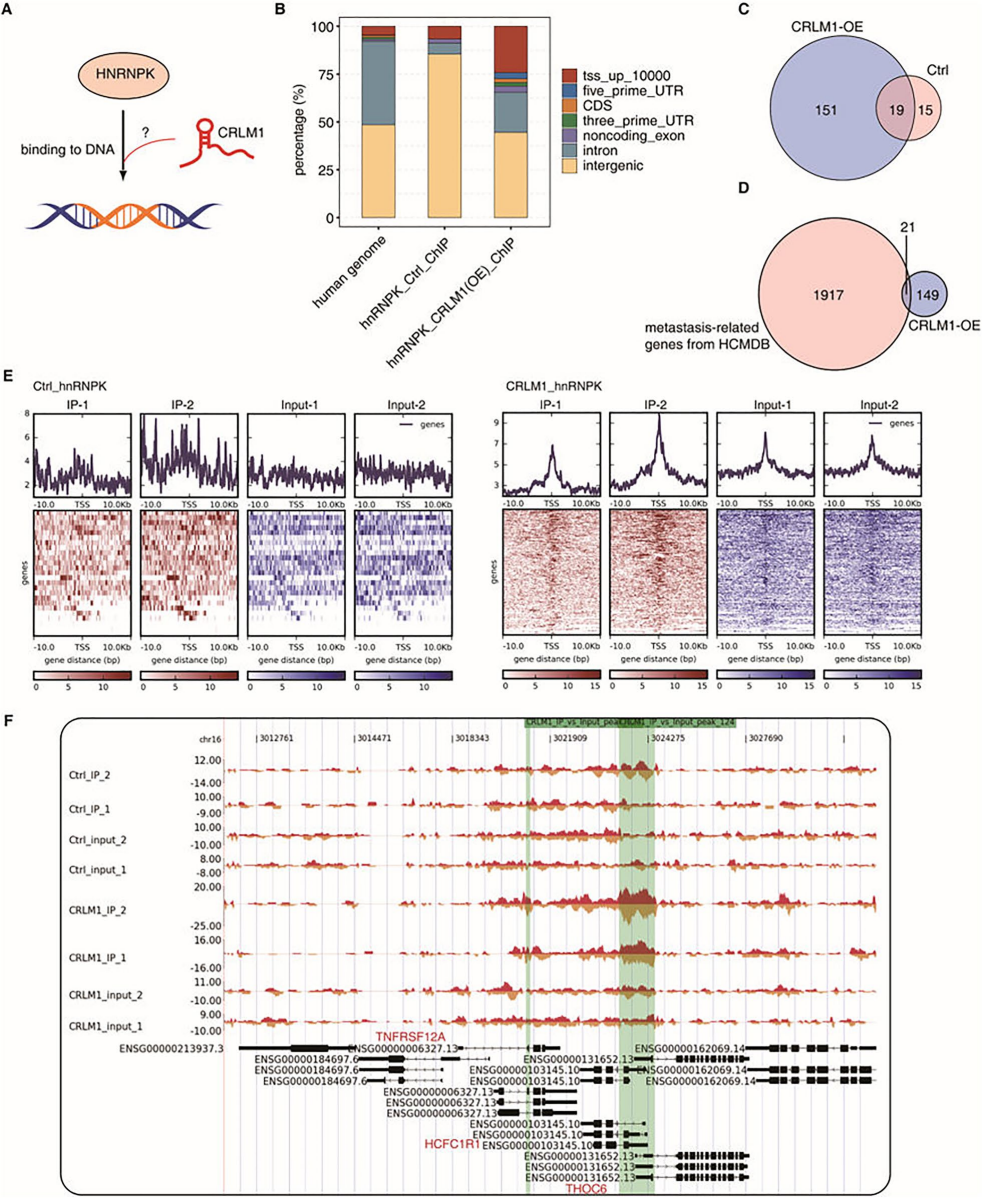
CRLM1 promotes hnRNPK promoter occupancy. **A** Illustration of the working model. **B** Genic regions of hnRNPK binding peaks without CRLM1 (Ctrl) and with CRLM1-OE. **C** Venn diagram of hnRNPK binding genes without CRLM1 and with CRLM1-OE. **D** Venn diagram of hnRNPK binding genes with CRLM1-OE and metastasis-related genes from HCMDB database. **E** Global visualization of hnRNPK signals in Ctrl (left) and CRLM1 (right) around gene TSS by ngs.plot. **F** Example for CRLM1-promoted hnRNPK binding profiles

By plotting the peak reads surrounding transcriptional start sites, the effect of CRLM1 on triggering hnRNPK redistribution at transcriptional start sites was further investigated. It is demonstrated that the association between hnRNPK and promoter was poor in the absence of CRLM1 but dramatically increased in CRLM1 overexpression (Fig. 6E). Figure 6f and Additional file 5: Fig. S4C, D illustrate examples of CRLM1-mediated hnRNPK promoter occupancy, consistent with CRLM1-mediated nuclear localization of hnRNPK.

The nuclear localization and promoter binding of CRLM1-promoted hnRNPK are consistent with our hypothesis that CRLM1-hnRNPK regulates gene expression. To demonstrate this point, we overexpressed hnRNPK in HCT116 cells with and without stable CRLM1 overexpression (Additional file 6: Fig. S5A). Transcriptome sequencing (RNA-seq) was used to discover genes controlled by CRLM1 and hnRNPK. Pearson's correlation coefficients (PCCs) analysis revealed that samples containing the majority of hnRNPK-OE samples were well separated from other samples except for the third replicate, and the two outlier samples were excluded during the further study (Additional file 6: Fig. S5B). Functional enrichment analysis revealed that hnRNPK and CRLM1 co-regulated genes were strongly enriched in apoptotic processes, cell adhesion, as well as transcription regulation and metabolic processes (Additional file 6: Fig. S5C–F). Overexpression of either hnRNPK or CRLM1 resulted in significant alterations in gene expression, with more up-regulated genes than down-regulated genes (Fig. 7A, Additional file 7: Tables S11, S12, and S13). Surprisingly, many genes controlled by hnRNPK or CRLM1 overlapped (Fig. 7B), showing that they target the same collection of genes. When hnRNPK was overexpressed in cells expressing CRLM1, its ability to regulate gene expression was significantly reduced, particularly for up-regulated genes (Fig. 7A). This observation could be explained by the fact that genes regulated by hnRNPK are likewise regulated similarly by CRLM1. The hierarchical clustering heatmap revealed that hnRNPK overexpression altered the expression of the majority of hnRNPK-bound genes. Regardless of the degree of CRLM1 expression, hnRNPK overexpression promoted and suppressed the expression of genes in Cluster 1 and Cluster 3, respectively (Fig. 7C). In contrast, hnRNPK and CRLM1 inhibited the expression of genes in Cluster 2, and an additive inhibitory impact was observed for the majority of these genes (Fig. 7C). BBC3 was found to be a Cluster 2 gene (Fig. 7D, E). These findings demonstrate that CRLM1-mediated hnRNPK-chromatin association plays a significant role in gene expression regulation, with a subset of these genes exhibiting transcriptional suppression by both CRLM1 and hnRNPK.

**Fig. 7:**
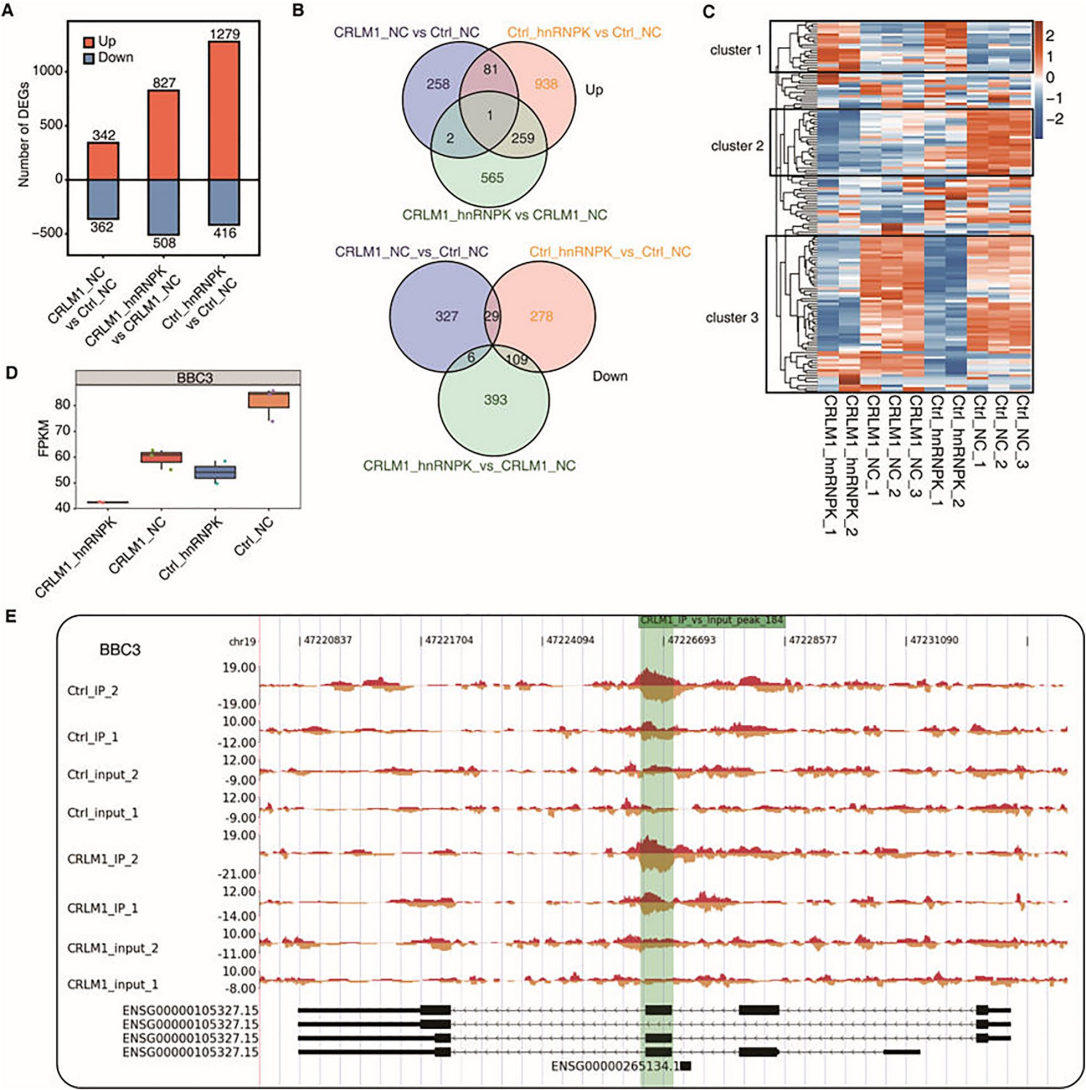
CRLM1 and hnRNPK co-regulates gene expression. **A** The number of DEGs among different groups. The number of up-regulated and down-regulated DE lncRNAs was showed in bar plot. **B** Venn diagram of co-up (up panel) and co-down (down panel) regulated genes among three groups in **A**. **C** The top 10 KEGG pathways of co-regulated DEGs between CRLM1 vs Ctrl and Ctrl_hnRNPK vs Ctrl. **D** The unsupervised hierarchical clustering heatmap of hnRNPK binding genes with CRLM1-OE. **E** Top 10 KEGG pathways of genes from cluster2 of **D**. **F** Box plot showing the expression profile of BBC3. **G** Visualization of hnRNPK binding profiles on BBC3

### CRLM1-hnRNPK cooperatively regulates the expression of metastasis-related genes and promotes CRC cell metastasis

The occupancy of the CRLM1-hnRNPK promoter by a collection of CRLM1-hnRNPK co-repressed genes represents the direct target of the CRLM1-hnRNPK-chromatin relationship. It was hypothesized that CRLM1-hnRNPK indirectly regulates other genes, which may play a role in metastasis and apoptosis regulation. It was discovered that CRLM1 and hnRNPK regulate the same genes cooperatively in the same direction. These genes were up-or down-regulated (52 and 49 genes, respectively) by both CRLM1 and hnRNPK. Double overexpression accentuated the up-or-down-regulation (Fig. 8A, B, Additional file 7: Tables S14 and S15). These CRLM1-hnRNPK co-regulated genes were found to enhance functional pathways such as the TGF- signaling pathway, a well-known mechanism directing EMT (Fig. 8C), and other cancer development activities such as negative regulation of cell proliferation and apoptosis (Fig. 8D). Three genes involved in TGF-β signaling pathways regulated by CRLM1-hnRNPK were down-regulated SMAD6 and BMP7, and up-regulated SMURF2. Additionally, when hnRNPK was knocked down, the stimulatory effect of CRLM1 on SMURF2 expression and the inhibitory effect on BBC3, SMAD6, and BMP7 expression was knocked down (Fig. 8E). The change in mRNA levels of these genes correlated with the change in protein levels (Fig. 8F). To determine if CRLM1 functions biologically via hnRNPK, rescue tests in CRC cells were done following co-transfection of si-hnRNPK or hnRNPK-OE with CRLM1-OE or si-CRLM1. The results indicated that knockdown hnRNPK could significantly reverse the pro-migratory and pro-invasion roles of CRLM1 up-regulation in CRC cells, whereas hnRNPK overexpression attenuated the inhibitory effects of CRLM1 down-regulation in CRC cells using wound healing and transwell tests (Fig. 8G–N). Additionally, in vivo rescue experiments were conducted to confirm that si-hnRNPK reversed the tumor metastasis promoter effect of CRLM1 in CRC cells. We found that knockdown of hnRNPK could effectively suppress liver metastasis of CRLM1-OE CRC cells in the liver metastasis model (Fig. 8O, P). These findings indicate that CRLM1 and hnRNPK work in concert to induce CRC cell metastasis.

**Fig. 8:**
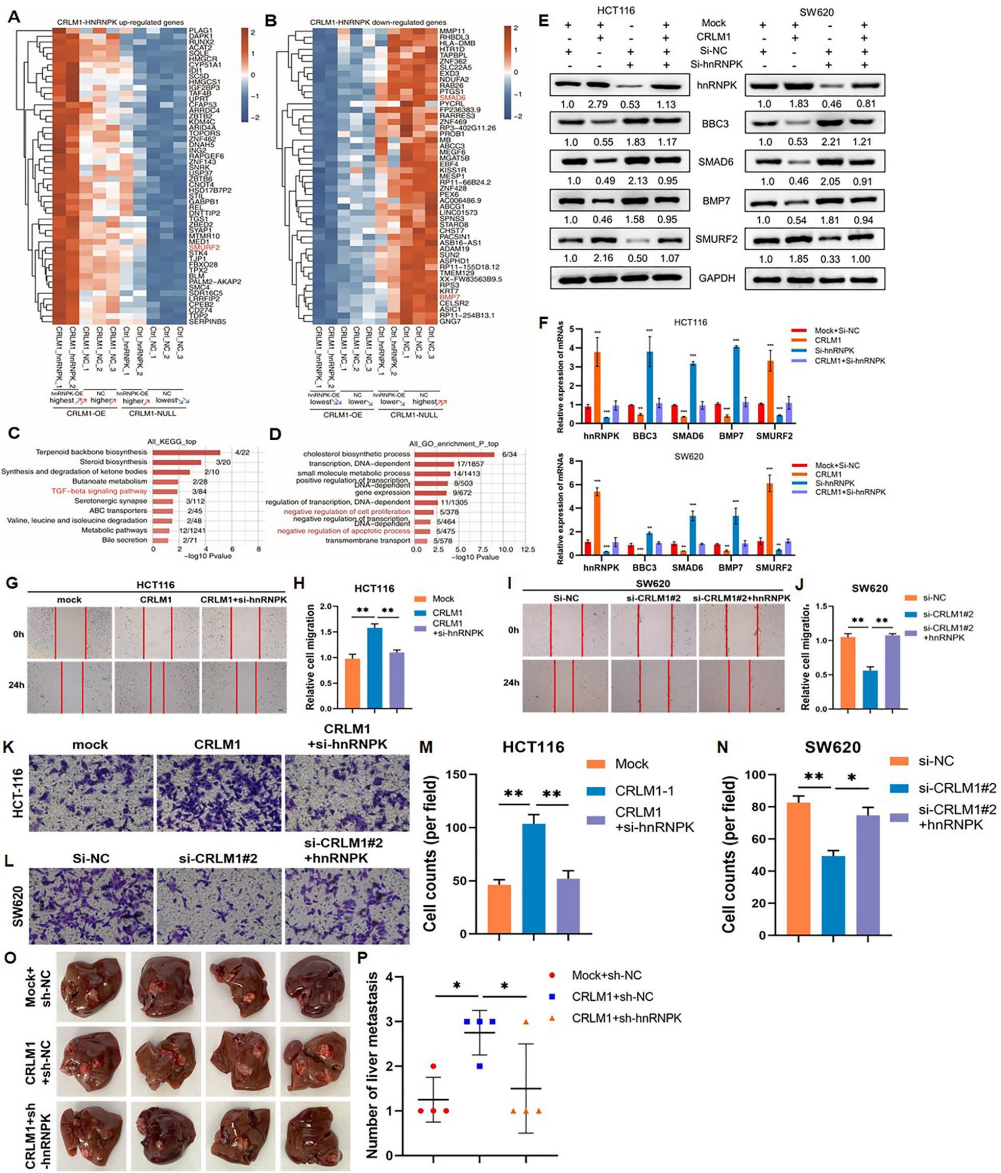
CRLM1-hnRNPK cooperatively regulates the expression of metastasis-related genes and promotes CRC cell metastasis. **A** CRLM1 and hnRNPK co-up-regulated genes. These genes were screened out through the criteria: fold change (FC) of CRLM1_hnRNPK vs CRLM1_NC ≥ 1.2, FDR ≤ 0.05; FC of CRLM1_NC vs Ctrl_NC ≥ 1.5, FDR ≤ 0.05; FC of Ctrl_hnRNPK vs Ctrl_NC ≥ 0.67 and ≤ 1.5. **B** CRLM1 and hnRNPK co-down-regulated genes. Criteria were same as (**A**) except the direction is opposite. **C**, **D** The top 10 KEGG pathways (**C**) and top 10 representative GO Biological Process terms (**D**) of all CRLM1 and hnRNPK co-regulated genes. **E** BBC3, SMAD6, BMP7 and SMURF2 protein expression in CRLM1-OE cells with hnRNPK knockdown by immunoblotting. **F** BBC3, SMAD6, BMP7 and SMURF2 mRNA expression in CRLM1-OE cells with hnRNPK knockdown by qRT-PCR. **G-J** The ability of CRC cell migration was detected by wound healing assay after transfection or co-transfection with corresponding vectors or siRNAs (magnification, ×200, scale bar, 100 m$$\upmu $$) (**G**, **I**) and the quantification data (**H**, **J**). **K–N** The invasion ability of CRC cells transfected or co-transfected with corresponding vectors or siRNAs was measured by transwell assay (magnification, ×200, scale bar, 100 μm) (**K**, **L**) and the quantification data (**M**, **N**). **O**, **P** hnRNPK knockdown inhibited liver metastasis of CRLM1-OE SW620 cells (n = 4 for each group). The images of liver metastasis (**O**) and the quantification data (**P**). Data are shown as mean ± SD, *P < 0.05, **P < 0.01, ***P < 0.001

## Discussion

Metastasis is a critical and unresolved factor affecting the overall survival time of patients with colorectal cancer. The liver is the most often encountered location of CRC metastasis [14, 28]. Patients with metastatic colorectal cancer (mCRC) continue to have a poor prognosis. Therapeutic target identification is critical to improving the curative condition of CRLM patients. Massive investigations of lncRNAs in recent years have identified several of their involvement in numerous diseases and their potential as diagnostic and prognostic biomarkers and druggable targets [9, 10]. The ability of a few lncRNAs to promote CRLM and act as poor prognosis markers has been reported in the last 2 years, even though none of these lncRNAs is CRLM-specific, and the mechanistic studies are skewed toward existing knowledge.

A systematic approach was used in our investigation to identify lncRNAs using previously published data comprising 54 transcriptomes from normal tissues, primary, and metastatic tumor tissues, resulting in the identification of a set of confident CRLM-related lncRNAs, including CRLM1. None of the recently described metastatic lncRNAs is included in this list. In the current genome version, CRLM1 is annotated as linc01767 (GRCH38). Unlike other recently discovered lncRNAs, the biological function of CRLM1 has not been established, most likely due to its unique expression pattern. A high CRLM1 expression level is closely associated with a low survival rate. It was proposed that these CRLM-related lncRNAs may constitute a novel class of prognostic and diagnostic markers for mCRC and a potential class of therapeutic targets. To assess the metastasis capability of CRLM1, it was demonstrated that up-regulation of CRLM1 inhibited apoptosis and increased metastasis in CRC cells in vitro and in vivo. Still, the downregulation of CRLM1 had the opposite effect. These findings demonstrate the metastatic capacity of CRLM1, whose expression is CRLM-related, and constitute the first biological studies on this lncRNA.

The mechanisms behind CRLM1-mediated apoptosis repression and metastasis induction were investigated using a genome-wide approach. RNA-seq investigation of the transcriptomes with CRLM1 overexpression demonstrates that CRLM1 has a significant effect on transcriptional regulation, as evidenced by over a thousand genes with a two-fold or more change in expression at a high level of statistical confidence. Among these, 107 have been identified as metastasis-related genes. The DEGs up-regulated by CRLM1 are highly enriched in cell–matrix adhesion, the master machinery of cell migration. Additionally, these genes are considerably enriched in the positive control of endothelial cell motility and cell-substrate adhesion. These unbiased transcriptome results significantly confirm the role of CRLM1 in enhancing CRC cell motility and invasion demonstrated in this investigation, as well as its suggested role in liver metastasis of CRC.

Furthermore, CRLM1 increased the expression of three snail transcription factors, SNAI1, SNAI2, SNAI3, ZEB1, and ZEB1-AS. The expression of EMT marker VIM was significantly increased. Because the change in expression of these important genes caused by CRLM1 overexpression was less than that of DEGs, they were not included in the functional clustering analysis. 

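As fold changes against Ctrl, SNAI1 stood at 1.53, SNAI2 at 1.60, SNAI3 at 1.43, ZEB1 at 1.44 and ZEB1-AS1 at 1.66, all below the 2-fold limit for a DEG. VIM, at 2.11, was above it and was called. Against Anti, SNAI1 (2.04) and VIM (2.54) were above the limit.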

Combining CRLM1-regulated DEGs in CRC cells, CRLM1-coexpressed genes in CRC tissues and metastasis-related genes from the HCMDB database, five CRLM1-regulated metastasis genes of high clinical significance and confidence were identified: ADAMTS13, CD14, CXCL2, HMOX1, and HPN.

Numerous lncRNAs with nuclear localization are associated with chromatin. Typically, this association is thought to mediate chromatin remodeling in cis or trans by modulating the recruitment of chromatin modifiers [11]. Recent research indicates that this connection may recruit transcription factors to act as a mediator of transcriptional control. It was demonstrated that CRLM1 is mostly found in the nucleus. CRLM1 was found to be connected with chromatin in a ChIRP-seq assay. The 44 metastatic genes with CRLM1 peaks were enriched in cell adhesion function. Around half of the CRLM1 peak genes were related to either increased or decreased gene expression, including increased expression of colorectal cancer genes SMAD2, MAPK9, and GSK3β, as well as three members of GALNT family. SMAD2 is a well-studied metastasis gene, and MAPK9 and GSK3β also play a role in metastasis [29–31]. Recently, it was demonstrated that SNHG7 promotes CRC cell metastasis by up-regulating GALNT1 expression via miR-216b sponging [15]. By contrast, CRLM1 drastically decreased the expression of GALNT1 mRNA while considerably increasing the expression of GALNT2 and GALNT3, showing the presence of distinct mechanisms driving metastasis in CRC cells. However, except for the robust ChIRP-seq signals at CRLM1 gene body, the binding signals for most binding sites were extremely faint, and the extent of expression change for CRLM1 peak genes was generally minimal. As a result, it was proposed that CRLM1-chromatin link is weak, implying that its direct effect on gene expression is negligible. It is quite likely that CRLM1 collaborates with additional proteins to exert a strong regulatory effect on CRC cancer cell transcriptome.

Thus, ChIRP-MS investigations were used to detect CRLM1-interacting proteins in the nucleus and linked with chromatin, resulting in the discovery of hnRNPK and a huge number of additional proteins, including a large number of histone proteins. We noticed TUBB3 was one of the proteins related to CRLM1. TUBB3 promotes CRC cell migration and invasion, and its ubiquitination is required for metastasis via lncRNA RPPH1 [16]. The relationship of CRLM1 with TUBB3 warrants additional investigation to ascertain its contribution to the CRLM1 function in CRLM.

The hnRNPK contains three KH domains and binds both DNA and RNA [32]. The binding of HnRNPK to DNA can result in the transcriptional control of several cancer genes, including c-Myc, c-Src, and p53 target genes, by recruiting particular transcription factors, chromatin remodelers, and general transcription machinery components to promoters [33–35]. It was proven in this study that CRLM1 interacted with hnRNPK via its 5′ and 3′ terminal segments, with the 3′ fragment containing a characteristic C-rich pattern for hnRNPK binding. It demonstrated that a high amount of CRLM1 increases hnRNPK nuclear localization. Anti-hnRNPK ChIP-seq research demonstrated that CRLM1 significantly increased hnRNPK promoter binding. CRLM1 boosted hnRNPK-promoter association not only for genes co-regulated by CRLM1 and hnRNPK but also for genes regulated solely by hnRNPK, implying that some CRLM1 functions in promoting hnRNPK-promoter association are recessive in terms of gene expression regulation.

Additionally, it was found that CRLM1 and hnRNPK cooperated in regulating many genes, either directly or indirectly, including critical metastasis genes such as BMP7, SMAD6, and SMURF2 in the TGF-β signaling pathway [36–38]. These findings support the hypothesis that CRLM1 regulates metastasis by recruiting hnRNPK to the promoter regions of metastasis driver genes, where the secondary effect and further networking then amplify the signal. CRLM1-hnRNPK axis shares a major regulatory mechanism with the RBAT1-mediated transcription factor E2F3 [12].

## Conclusion

In summary, our findings indicate the presence of CRLM-related long noncoding RNAs and that one of these lncRNAs, CRLM1, not only predicts a poor prognosis but also inhibits apoptosis and promotes metastasis in vitro and in vivo. The mechanism by which CRLM1 regulates metastasis genes is attributed to its binding to hnRNPK, which promotes hnRNPK's nuclear localization and promoter occupancy, hence enabling CRLM1-hnRNPK co-regulation of metastatic genes. These findings contribute to our understanding of how lncRNA regulates transcription in trans and identify a prognostic marker and therapeutic target for CRLM.

## Supplementary Information

**Additional file 1.** Supplementary methods.

**Additional file 2: Fig. S1.** CRLM1 is overexpressed in colorectal liver metastases and associated with poor survival. **A** Illustration of bioinformatics analysis pipeline for the identification and functional annotation of lncRNA genes expressed in CRC samples. **B** Venn diagram of detected known lncRNA (left) and novel lncRNA (right) in normal, primary tumor and metastasis samples. At least two samples with RPKM ≥ 0.2 was considered to be detected in the group. **C** Principal component analysis (PCA) of samples based on all mRNAs (up) and lncRNAs (down). The samples were grouped by disease state and the ellipse for each group is the confidence ellipse. **D** A Heat map of module Eigengenes sorted by average linkage hierarchical clustering. **E** The unsupervised hierarchical clustering heatmap of 54 samples based on genes involved in MEgreen module. **F** The number of DE lncRNAs among different groups. The number of up-regulated and down-regulated DE lncRNAs was showed in bar plot.

**Additional file 3: Fig. S2.** CRLM1 regulates gene expression in HCT116 cells. **A**, **B** The top 10 representative KEGG terms of up- (**A**) and down-regulated genes (**B**) between CRLM1-OE and Ctrl. **C**, **D** The top 10 representative GO Biological Process terms of up- (**C**) and down-regulated genes (**D**) between CRLM1-OE and CRLM1-antisense-OE. **E**, **F** CRLM1-regulated genes mRNA expression was examined using qRT-PCR. **G**, **H** Gene expression level profile of genes involved in differentially expressed genes upon CRLM1-OE, metastasis-related genes from HCMDB database and CRLM1 co-expressed genes in 54 samples of GEO dataset (**G**) and CRLM1-OE RNA-seq dataset (**H**). **I** Box plot showing expression level of PPAP2B in Ctrl and CRLM1-OE samples.

**Additional file 4: Fig. S3.** CRLM1–chromatin interaction. **A** The Genome was divided for each 10 kb. Scatter plot showing the RPKM of each part between IP and Input samples. **B** The top 10 representative KEGG terms of all CRLM1-bound genes. **C** CRLM1-binding genes mRNA expression was examined using qRT-PCR. **D–F** Visualization of CRLM1 binding profiles on CRLM1 (**D**), AP4B1-AS1 (**E**), and ATP5F1 (**F**).

**Additional file 5: Fig. S4.** CRLM1 promotes hnRNPK promoter occupancy. **A** Venn diagram of hnRNPK binding genes in this work and the nearest genes to hnRNPK binding sites for quiescent cells or serum stimulated cells. **B** The top 10 representative GO Biological Process terms of all hnRNPK binding genes with CRLM1-OE. **C** Visualization of hnRNPK binding profiles on KLF6. **D** Visualization of hnRNPK binding profiles on ZFP36 and PLEKHG2.

**Additional file 6: Fig. S5.** CRLM1 and hnRNPK co-regulate gene expression in CRC cells. **A** Relative expression of HNRNPK in HCT116 cells after it was over-expressed was determined by RNA-seq data (left panel) and qRT-PCR (middle and right panel). **B** Heatmap shows the Person correlation between samples. CRLM1_hnRNPK_3 and Ctrl_hnRNPK_3 were not well correlated with their repetition and were not used in following analysis. **C**, **D** The top 10 representative GO Biological Process terms of up-regulated (**C**) and down-regulated (**D**) genes, comparing Ctrl_hnRNPK with Ctrl_NC samples. **E**, **F** The top 10 representative GO Biological Process terms of up-regulated (**E**) and down-regulated (**F**) genes, comparing CRLM1_hnRNPK with CRLM1_NC samples.

**Additional file 7: Table S1.** Probe sequences used to capture lncRNA-CRLM1 and LacZ in HCT116 cells. **Table S2.** Primer table that was used for qPCR experiment. **Table S3.** Primer table that was used for hnRNPK-RIP-qRT-PCR experiment. **Table S4.** 309 lncRNAs in MEgreen module related to metastasis using WGCNA. **Table S5.** DE lncRNAs between metastasis and primary tumor samples. **Table S6.** DEGs between CRLM1-OE and Ctrl samples. **Table S7.** CRLM1-bound peaks from ChIRP-seq data. **Table S8.** CRLM1-interacted proteins using mass spectrometry (ChIRP-MS). **Table S9.** HNRNPK_Ctrl-bound peaks from ChIP-seq data. **Table S10.** HNRNPK_CRLM1(OE)-bound peaks from ChIP-seq data. **Table S11.** DEGs between CRLM1-NC and Ctrl_NC samples. **Table S12.** DEGs between Ctrl_hnRNPK and Ctrl_NC samples. **Table S13.** DEGs between CRLM1_hnRNPK and CRLM1_NC samples. **Table S14.** CRLM1-HNRNPK up-regulated genes. **Table S15.** CRLM1-HNRNPK down-regulated genes.

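The part of Table S6 that could be read lists 1123 genes of the comparison of CRLM1-OE with Ctrl, 808 higher and 315 lower. All 1123 had the same direction here, and their log2 fold changes differed from the paper's reported values by at most 0.093, with a median difference of 0.0066. All 6738 FPKM values of the table equalled those deposited. With the quasi-likelihood test, 855 of them (76.1%) were called here. The 268 genes not called had a median mean count of 3.83. Adjusting over this list alone called 1107, but the list is the paper's own selection on the same data, so this count shows no stability.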

## Data Availability

The sequenced RNA-seq, ChIP-seq, and ChIRP-seq data in this study have been deposited on NCBI Gene Expression Omnibus (GEO) database with an access number GSE167224. The data which support the findings of this study are available from the corresponding author on reasonable request.

## Abbreviations

CRLM: Colorectal liver metastases
lncRNAs: Long non-coding RNAs
CRC: Colorectal cancer
NC: Negative control
RNA-seq: RNA sequencing
ChIRP: Chromatin isolation by RNA purification
qRT-PCR: Quantitative real-time PCR
EMT: Mesenchymal transition
miRNAs: MicroRNAs
STR: Short tandem repeat
CBTCCCAS: Cell Bank, Type Culture Collection, and Chinese Academy of Sciences
siRNAs: Short interference RNAs
PI: Propidium iodide
FISH: Fluorescence in situ hybridization
IF: Immunofluorescence
ChIP: Chromatin immunoprecipitation
DEGs: Differentially expressed genes
RIP: RNA immunoprecipitation
PCA: Principal component analysis
TPM: Tags per Million
GSEA: Gene set enrichment analysis
TCGA: The Cancer Genome Atlas
WGCNA: Weighted gene co-expression network analysis
PPAP2B/PLPP3: Gene phospholipid phosphatase 3
KEGG: Kyoto Encyclopedia of Genes and Genomes
GO: Gene ontology
BP: Biological process
HCMDB: Human cancer metastasis database
MACS2: Model-based Analysis of ChIP-Seq 2
ChIRP-MS: ChIRP and mass spectrometry
RBPs: RNA binding proteins
mCRC: Metastatic colorectal cancer

# Supplementary material for: LncRNA CRLM1 inhibits apoptosis and promotes metastasis through transcriptional regulation cooperated with hnRNPK in colorectal cancer
**Source:** Cell Biosci. 2022 Jul 30;12:120. doi: 10.1186/s13578-022-00849-9
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary methods.

**Supplementary methods**

**Retrieval and process of public data**

GEO RNA-seq dataset (GSE50760) including 54 samples (18 normal colon, 18 primary tumor, and 18 liver metastasis tissue) across 18 colorectal cancer patients were used for lncRNA identification. Public sequence data files were downloaded from the Sequence Read Archive (SRA). SRA Run files were converted to fastq format with NCBI SRA Tool fastq-dump (https://ncbi.github.io/sra-tools/). The raw reads were trimmed of low-quality bases using a FASTX-Toolkit (v.0.0.13; <http://hannonlab.cshl.edu/fastx_toolkit/).> Then the clean reads were evaluated using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc).

**Reads alignment and differentially expressed gene (DEG) analysis**

For GEO dataset, clean reads were aligned to the human GRch38 genome with Gencode annotation (v23) by TopHat2 [1] allowing 4 mismatches. Uniquely mapped reads were ultimately used to calculate read number and reads per kilobase of exon per million fragments mapped (RPKM) for each gene. The expression levels of genes were evaluated using RPKM. The software edgeR [2], which is specifically used to analyze the differential expression of genes, was applied to screen the RNA-seq data for DEGs. The results were analyzed based on the fold change (FC≥2 or ≤0.5) and *p*-value≤0.01 to determine whether a gene was differentially expressed.

**LncRNA prediction and direction identification**

To systematically analyze the lncRNA expression pattern, we used a pipeline for lncRNAs identification similar as previously reported [3], which was constructed based on the cufflinks software [4]. All steps of the pipeline have been shown in Figure S1A.

**WGCNA and co-expression analysis**

To fully understand the gene expression pattern, we applied weighted gene co-expression network analysis (WGCNA) [5] to cluster genes that have similar expression pattern with default parameters. All expressed genes were used as input data. Eigengenes for each clustering module was used as the representative expression pattern of genes in each module. To explore the co-expressed genes of lncRNAs, we calculated the Pearson’s correlation coefficients (PCCs) between them. Co-expressed gene pairs were screened out with the criteria: |Pearson’s correlation value| >=0.7 and pvalue <= 0.01.

**Analysis of RNA-seq data produced in this study**

Raw reads containing more than 2-N bases were first discarded. Adaptors and low-quality bases were then trimmed from the raw sequencing reads using the FASTX-Toolkit. Short reads less than 16 nt were also dropped. Clean reads were aligned and quantified as same as GEO dataset. For DEG analysis, the fold change (FC≥2 or ≤0.5) and false discovery rate (FDR≤0.05) was used to determine whether a gene was differentially expressed.

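These thresholds were applied here to the deposited counts in all comparisons. For CRLM1-OE with Ctrl, testing each gene against a 2-fold change with edgeR's glmTreat, in place of requiring 2-fold from the estimate, left 84 up-regulated and 46 down-regulated genes. The common dispersion in this comparison was 0.000821, a biological coefficient of variation of 2.87% between replicates.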

**Functional enrichment analysis**

To sort out functional categories of DEGs, Gene Ontology (GO) terms and KEGG pathways were identified using KOBAS 2.0 server [6]. Hypergeometric test and Benjamini-Hochberg FDR controlling procedure were used to define the enrichment of each term. Reactome (http://reactome.org) pathway profiling was also used for functional enrichment analysis of the sets of selected genes.

**Analysis of CRLM1 ChIRP-seq data**

Adaptors and low-quality bases were trimmed from raw sequencing reads using cutadapt [7] (version 1.8.1). Reads were aligned to the human GRCh38 genome using Bowtie2 [8]. Then SAM files of mapping results were generated for peak calling. Peaks of CRLM1_IP and LacZ group (each group contains two repetitions) were called using MACS2 (version 2.2.5) [9] against its corresponding Input with QVALUE cutoff 0.01. CRLM1_IP specific peaks not overlapped with LacZ peaks were used for further analysis. Peaks located on gene body or 5k of upstream of TSS was annotated with the gene.

**Analysis of HNRPK ChIP-seq data**

Adaptors and low-quality bases were trimmed from raw sequencing reads using cutadapt (version 1.8.1). Reads were aligned to the human GRCh38 genome using Bowtie2. Then SAM files of mapping results were generated for peak calling. Peaks of Ctrl_IP, CRLM1_IP and Anti_IP group (each group contains two repetitions) were called using MACS2 (version 2.2.5) against its corresponding Input with QVALUE cutoff 0.01. Peaks located on gene body or 5k of upstream of TSS was annotated with the gene.

**References**

1. Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biology. 2013; 14 (4): R36.

2. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010; 26 (1): 139-140.

3. Liu S, Wang Z, Chen D, Zhang B, Tian R, Wu J, et al. Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in Rhesus macaque brain. Genome Res. 2017; 27 (9): 1608-1620.

4. Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, et al. Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nature protocols. 2012; 7 (3): 562-578.

5. Langfelder P, Horvath S. WGCNA: an R package for weighted correlation network analysis. BMC bioinformatics. 2008; 9: 559.

6. Xie C, Mao X, Huang J, Ding Y, Wu J, Dong S, et al. KOBAS 2.0: a web server for annotation and identification of enriched pathways and diseases. Nucleic Acids Research. 2011; 39 (Web Server issue): 316-322.

7. Martin M. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet journal. 2011; 17 (1): 10-12.

8. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. Nature methods. 2012; 9 (4): 357.

9. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, et al. Model-based analysis of ChIP-Seq (MACS). Genome biology. 2008; 9 (9): 1-9.

How the deposited data were processed for this re-analysis (not part of the article)

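RNA from HCT116 cells of 3 groups (CRLM1-OE, Ctrl and Anti), with 3 biological replicates each, was sequenced by the authors. The 9 samples were grouped by their labels, which give the condition and the replicate number. The authors trimmed adaptors and low-quality bases with the FASTX-Toolkit, dropped reads under 16 nt, aligned the rest with TopHat2 (4 mismatches, GRCh38, Gencode version 23) and deposited counts of uniquely mapped reads per gene without normalization. The authors also deposited FPKM values, which are scaled for exon length and for the mapped fragments of each sample and given to 2 decimals. Both tables are limited to genes the authors call expressed, by a criterion the paper's text does not name. It also does not name whether strand was used in counting or whether a pair of reads was counted once.

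Total counts per sample ranged from 33302292 to 44514692, and 3 counts, the smallest signal considered, correspond to between 0.0674 and 0.0901 CPM. Reads carry no molecular identifiers, so this floor covers counting error only.

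Counts were compared with edgeR 4.0.16 in R 4.3.3 (TMM factors, glmQLFit and glmQLFTest), separately for CRLM1-OE with Ctrl, CRLM1-OE with Anti and Anti with Ctrl, on the 6 samples of each comparison and without a covariate. Every gene with at least 1 count in these 6 samples was tested. A gene was called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.05. Adjusted p values below 1e-300 are written as 1e-300. The 7 gene families were tested with the fry rotation test of limma 3.58.1 on the edgeR object, two-sided by direction and adjusted over the families. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15, from tables read with pandas 2.3.3.

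The alternatives were edgeR's RLE factors, total counts without factors, edgeR's filterByExpr, at least 10 counts in every sample compared, the Wald test of DESeq2 1.42.0, edgeR's exact test with gene-wise dispersions or with one common dispersion, limma on log2(FPKM + 0.1) and on log2(FPKM + 1), a fit of all 9 samples, the replicate number as a block, each replicate left out in turn, an adjusted p of at most 0.05 alone and edgeR's glmTreat against a 2-fold change. The last 2 change only counts of called genes, and the exact and Wald tests have no counterpart for families. The quasi-likelihood test with and without the block, RLE factors, both exact tests, the Wald test, limma, the family test, the removal of the GC trend and the matched random lists were tested on simulated data with planted changes. Thinning, glmTreat and the splits of the samples were not tested in this way.

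Genes named in the text are CRLM1, every gene the paper names for this experiment or the hnRNPK experiments, members of the families that were called, and in each comparison the 5 called genes at each end with a mean count of at least 100. Each was named by this rule. Heat-shock genes other than HSPA6 and HSPA1A were chosen after the values were seen, as a group. Among the 36 entries of the paper's gene list, 30 had an adjusted p of at most 0.05 against Ctrl when adjusted over all genes tested, and 31 when adjusted over the list alone. Against Anti both numbers were 29.

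Positions of CRLM1 and PPAP2B were taken from GENCODE version 44 on GRCh38, and the cloning primers were searched in its transcript sequences. Patient RNA-seq, ChIRP-seq, hnRNPK experiments and qRT-PCR were not analysed here, and GO annotation and the list of metastasis-related genes were not used here.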

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

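All tests of explanations in this part were chosen only after the results they concern had been seen. The paper does not report a comparison of its controls, Anti with Ctrl, and what stands here comes from that comparison.

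Between Anti and Ctrl, 203 genes were up-regulated and 113 down-regulated among 29714 tested. Among all genes tested, 30.9% had groups that did not overlap, where chance gives 10%. The 9 other splits of the 6 samples called at most 1 gene in either direction, with an unadjusted p under 0.05 in 496 to 590 genes against 8840 for the real split. Each of these other splits puts samples of both groups on each side. A group difference then adds to the spread within a side and lowers the counts, so they do not measure what chance alone gives. Among the 4 splits that part all same-numbered pairs, 1, the real split, gave as many up-regulated genes, as many down-regulated genes and as many shifted families (7). The other 6 splits keep at least 1 same-numbered pair together. With 3 samples against 3 this share cannot fall under 0.05 whatever the data, so the share by itself decides nothing about a chance division of the samples. After removal of the trend on GC content and gene length, 295 of the 316 calls (93.4%) remained in the same direction, and after thinning of every library to the lowest total 240 (75.9%) remained. The trend was removed only in genes with a mean count of at least 10, so calls under that count could not be lost. Depth does not account for most of the calls. Among those with a mean count of at least 10, GC content and length do not account for most. Of the 203 genes, 91 were also down-regulated in CRLM1-OE against Anti, and of the 113 genes, 64 were up-regulated there. The paper's text does not state whether each group came from more than 1 transfected line. Plasmid and line therefore cannot be separated, here or in the comparisons with CRLM1-OE.

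CRLM1 had a mean of 46.6 CPM in Anti and 0 counts in Ctrl. Carry-over of CRLM1-OE reads into all libraries would have reached Ctrl, where CRLM1 had 0 reads. Carry-over into the Anti libraries alone would leave every gene in Anti with at least the CRLM1 share, 4.91%, of its CRLM1-OE level. Among 12323 other genes at 2 CPM or more in CRLM1-OE, the lowest share was 7.39%, for INSIG1, so that this explanation cannot be told apart. Counting without regard to strand is a further candidate explanation, since the Anti plasmid carries the antisense sequence. In 20 genes nested in opposite-strand exons of a gene with a mean count of at least 10000, a limit chosen after the data were seen, the read density was a median 10.7% of the host's. Their log2 fold changes followed the host's (Spearman rho 0.907 across 18 genes, Anti with Ctrl), and genes are not independent replicates. This may reflect reads of the opposite strand or shared regulation of neighbours. The level of the antisense RNA itself was not measured, so no share could be predicted for CRLM1.

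Among the families, interferon-induced genes were higher in Anti than in Ctrl, with a median log2 fold change of 0.466 and 25 of 34 higher. Hypoxia-induced genes were lower, with a median of -0.285 and 21 of 26 lower, and cholesterol synthesis enzymes were lower, with a median of -0.242 and 20 of 21 lower. Under total counts, where the median of the genes with enough reads was 0.106 in place of 0.00429 under TMM, these medians were 0.564, -0.179 and -0.138, in the same directions. For each of the 3 families, the one-sided share of 10000 random lists matched on mean count and GC content that lay as far out was 0.0001, the smallest these lists can give. Expression level and GC content thus do not account for these 3. In the direction of its median, the share was 0.206 for integrins, 0.295 for cadherins, 0.452 for axon guidance ligands and receptors and 0.113 for chemokines and interleukins, so for these 4 families expression level and GC content were not excluded. The family test went against the sign of the median in cadherins (a fall, median 0.0796) and in chemokines and interleukins (a rise, median -0.0576). In the direction of the test, their shares were 0.705 and 0.887. With edgeR's filterByExpr, which leaves out genes with few counts, 5 cadherins and 19 chemokines and interleukins remained. Their medians were then -0.339 and 0.493, with the signs of the test. No shares were computed for these smaller sets. An effect of the antisense sequence on the 3 families is only a hypothesis, and whether the plasmid, the line or the culture underlies it was not tested.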

How the results depend on the processing

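The alternatives reported here were chosen before the data were examined. For every change described in this part, the cause was not tested unless a value is given for it.

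With edgeR's RLE factors, the fit of all 9 samples or edgeR's exact test with gene-wise dispersions, every count of called genes stayed within 1.5 times its value under the quasi-likelihood test with TMM.

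For CRLM1-OE against Ctrl (745 up, 273 down), at least 10 counts in every sample gave 352 and 117 genes, limma on log2(FPKM + 0.1) 495 and 80, limma on log2(FPKM + 1) 81 and 17, glmTreat 84 and 46, an adjusted p alone 4462 and 5016, and DESeq2 164 down-regulated genes. Of the 352 genes, 334 were among the 745. For CRLM1-OE against Anti (933 up, 772 down), the same settings without DESeq2 gave 460 and 441, 576 and 388, 127 and 99, 197 and 227, and 5164 and 5587. For genes changed in both comparisons (440 up, 193 down), they gave 234 and 101, 283 and 60, 68 and 15, 71 and 40, and 3327 and 3872.

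For Anti against Ctrl (203 up, 113 down), they gave 58 and 23, 66 and 21, 3 and 1, 3 and 2, and 3406 and 3635. Here filterByExpr gave 126 and 59, DESeq2 82 and 36, and the exact test with one common dispersion 342 and 181. Total counts gave 71 down-regulated genes and the replicate block 72, and with the block 4 families, not 7, were shifted. Of the Table S6 genes, 855 were called with the quasi-likelihood test, 378 with at least 10 counts in every sample, 399 with limma on log2(FPKM + 0.1) and 73 with limma on log2(FPKM + 1). Requiring 10 counts leaves out genes with low counts: CD14 and HPN, for example, had no value there. Whether low counts also account for the numbers with limma was not tested.

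In the 6 fits per comparison that each left out one replicate, the up- and down-regulated genes ranged from 665 to 741 and from 231 to 259 against Ctrl, from 828 to 880 and from 704 to 761 against Anti, and from 156 to 208 and from 84 to 92 between Anti and Ctrl. Genes changed in both comparisons ranged from 402 to 429 and from 165 to 204 over 9 such fits, and Table S6 genes from 673 to 713. From 5 to 6 families were shifted against Ctrl, and 7 in each fit of the other comparisons.

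Some directions reversed in CRLM1-OE against Ctrl. Under total counts, CDH1 (0.0895), BBC3 (0.003), BMP7 (0.0246), TUBB3 (0.117) and SLC35G1 (0.0906) turned from a fall to a rise, all of them still below the median of the genes with enough reads under that scaling. So did the direction of the integrins in the family test, while their median was above 0 under TMM and under total counts (0.303). With limma on log2(FPKM + 0.1), CDH1 (0.0634), TUBB3 (0.09), SLC35G1 (0.0557) and the test direction of the integrins (median 0.1) turned, and with limma on log2(FPKM + 1) the same 4 (0.0608, 0.0878, 0.0224 and 0.05). TUBB3 also turned with at least 10 counts in every sample (0.000763). As replicates were left out, SMAD6 ranged from -0.124 to 0.126, TUBB3 from -0.04 to 0.00693, SLC35G1 from -0.113 to 0.00632 and the cadherin median from -0.0416 to 0.147. Against Anti, FOXD3 ranged from -0.19 to 0.0924, ZEB1-AS1 from -0.0193 to 0.214 and SMAD6 from -0.0338 to 0.223.

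The counts that follow use direction and an adjusted p of at most 0.05, and leave out the 2-fold limit. VIM, for example, counts as kept, though its log2 fold change against Ctrl was 0.841 without Ctrl replicate 1. Of 104 named genes against Ctrl, 76 kept their direction and side of the adjusted p limit under every alternative. The alternatives made 88 values weaker and 1 stronger. Against Anti, 89 of 105 genes kept both, with 30 weaker and 8 stronger values, and between Anti and Ctrl 8 of 9, with 3 weaker. Among the 7 families, counted by the direction of the family test and not by the median, 5 did so against Ctrl, with 1 weaker and 3 stronger values, 6 against Anti, with 1 weaker, and 4 between Anti and Ctrl, with 6 weaker. The median changed sign in some families whose test direction did not, such as chemokines and interleukins against Ctrl (0.022 under total counts) and against Anti (0.181 without Anti replicate 1), integrins against Anti (0.0582 under total counts) and cadherins against Anti (-0.0883 without CRLM1-OE replicate 3). At least 10 counts in every sample left 89 of the 104 genes with a value.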

Differences from the paper's values

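None of the values compared with the paper's, that is the counts of called genes and the log2 fold changes of 7 named genes in Table S6, differed by more than a factor of 1.5.

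The paper's counts of up-regulated genes are 1141 against Anti and 968 against Ctrl, and 933 and 745 were found here. Its counts of down-regulated genes are 887 and 365, and 772 and 273 were found here. With edgeR's exact test with one common dispersion, an alternative chosen before the data were examined, the counts were 1141, 968, 887 and 365, equal to the paper's. The genes changed in both comparisons were about 530 up-regulated and about 230 down-regulated in Fig. 3A, read by eye, and 440 and 193 here, or 531 and 228 with one common dispersion. The same setting called all 1123 genes of the part of Table S6 at hand.

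The paper lists CD14 as up-regulated, with a log2 fold change of 1.56 in Table S6. The value here was 1.52 with an adjusted p of 0.101, and against Ctrl the gene was called only with one common dispersion (0.0475, in a range from 0.0475 to 0.669 over the alternatives). Against Anti it was called (2.34, adjusted p = 0.0128). Without CRLM1-OE replicate 1, the log2 fold change of CD14 against Ctrl was 0.706.

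The paper's discussion describes the expression of SMAD2, MAPK9 and GSK3B and of members of the GALNT family as increased. Here SMAD2 had a log2 fold change of -0.393 and MAPK9 of -0.333 against Ctrl, and GALNT13 of -1.41, while GSK3B (0.146), GALNT5 (0.124) and GALNT18 (0.285) rose.

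The discussion also states that the EMT genes changed less than DEGs did. VIM, with a log2 fold change of 1.08 here and 1.083 in Table S6, passed the threshold of a DEG in both.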

Other observations

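All tests of explanations in this part were chosen only after the results they concern had been seen.

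In CRLM1-OE against Ctrl, the 9 other splits of the 6 samples called 0 genes, with an unadjusted p under 0.05 in 301 to 372 genes against 10941 for the real split. Against Anti they also called 0, with 269 to 308 genes against 12099. Each of these other splits puts samples of both groups on each side. A group difference then adds to the spread within a side and lowers the counts, so they do not measure what chance alone gives. Of the 4 splits that part all same-numbered pairs, 1, the real split, gave as many up-regulated genes, down-regulated genes, shifted families and, against Ctrl, called genes of Table S6. The 6 others keep at least 1 same-numbered pair together. This share cannot fall under 0.05 in this design whatever the data, so the share by itself decides nothing. For genes changed in both comparisons, 4 of 100 assignments of the 3 group names within replicate numbers, drawn from 108, gave as many up-regulated genes and as many down-regulated genes. The real one is among them, and the other 3 keep the CRLM1-OE samples together and mix Ctrl with Anti (448 to 456 up-regulated and 287 to 295 down-regulated genes). The remaining 96 gave 0 to 91 and 0 to 85.

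After removal of the trend on GC content and length, 940 of the 1018 calls against Ctrl (92.3%) and 1522 of the 1705 against Anti (89.3%) remained in the same direction. The trend was removed from log2 fold changes alone, and only in genes with a mean count of at least 10. Calls under that count, 274 of the 1018 against Ctrl, could therefore not be lost. After thinning to the lowest total, 899 (88.3%) and 1545 (90.6%) remained. Most of these calls are therefore not explained by depth. Among those with a mean count of at least 10, most are not explained by GC content or length.

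Interferon-induced genes were lower in CRLM1-OE than in Ctrl, with 26 of 34 lower, and the one-sided share of 10000 matched random lists as low was 0.0001, the smallest these lists can give. For hypoxia-induced genes, with 17 of 26 lower, it was 0.0027. Both families stayed lower under total counts (-0.445 and -0.119). Expression level and GC content do not account for these 2 falls. As a family, the hypoxia-induced genes were lower in Anti as well (-0.285 against Ctrl), and not lower in CRLM1-OE than in Anti (median 0.134, 14 of 25 higher). Its 2 members called against Ctrl were lower in CRLM1-OE than in Anti, CA9 by a log2 fold change of -1.74 (adjusted p = 2.1e-17) and EGLN3 of -0.915 (adjusted p = 5.8e-44). For the interferon-induced genes, an effect of CRLM1 is a hypothesis. In the direction of its median, the share for the other families against Ctrl was 0.0001 for cholesterol synthesis enzymes, 0.0035 for axon guidance ligands and receptors, 0.0847 for chemokines and interleukins, 0.137 for integrins and 0.278 for cadherins. Against Anti it was 0.0001 for cholesterol synthesis enzymes and for interferon-induced genes, 0.0239 for axon guidance, 0.0489 for the rise of hypoxia-induced genes, 0.0871 for cadherins, 0.135 for chemokines and interleukins and 0.501 for integrins. Where the share was above 0.05, expression level and GC content were not excluded.

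HSPA6 and HSPA1A were among the largest rises in CRLM1-OE. The other 13 listed heat-shock genes, without HSPA1B, had a median log2 fold change of 0.0596, with 7 higher and 6 lower. A general rise of heat-shock genes may be present in part, and cannot be told apart from a change of these genes alone: 10000 matched lists gave a median as high with a one-sided share of 0.0146. Against Anti, HSPA6 (2.49) and HSPA1A (2.62) rose as well. There the other 13 genes had a median of 0.0159, with a share of 0.172, so that no rise of these genes as a group was seen. The members moved apart: 7 were higher, among them BAG3 (0.775), DNAJB1 (0.696) and HSPH1 (0.461). The other 6 were lower, among them HSPA5 (-0.524) and HSPD1 (-0.494). A rise of some of these genes was therefore not excluded in that comparison. No other explanation was tested, and reads can move between HSPA1A and HSPA1B, which rose by 1.42.

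7SL RNA and its copies were lower in CRLM1-OE than in Ctrl, with 185 and 494 CPM. Their sum over all copies was 0.375 of the Ctrl level, so that reads moved between near-identical copies do not account for the fall. Small nucleolar and Cajal body RNAs, which also lack a poly(A) tail, were at 1.22 of the Ctrl level, and histone genes at 1.17, so a general loss of such RNAs does not account for it either. The FPKM of RN7SL2 varied within groups, with 286 ± 57.0 in CRLM1-OE and 830 ± 202 in Ctrl (SD, n = 3 each). Whether fragment size or RNA extraction differed was not tested.

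The exact test with one common dispersion called 322 genes against Ctrl that the quasi-likelihood test did not, and 91.6% of them had a mean count under 10, against 27.1% of the genes that both called. The pattern is in line with low-count genes varying more between replicates than one common dispersion allows, though variation beyond counting noise was not measured in these genes.

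HNRNPK was lower in CRLM1-OE than in Ctrl (log2 fold change -0.374) and than in Anti (-0.239). GAPDH, the reference gene of the paper's qRT-PCR, was lower than in Ctrl by a log2 fold change of -0.413 in CRLM1-OE and of -0.589 in Anti. BBC3 (-0.138), BMP7 (-0.117), SMURF2 (-0.205) and PLEKHG2 (-0.22) were lower in CRLM1-OE than in Ctrl, and SMAD6 (0.0219), KLF6 (0.17) and ZFP36 (0.251) higher. Of these, SMAD6 and BMP7 had an adjusted p of 0.93 and 0.125, and under total counts BBC3 (0.003) and BMP7 (0.0246) were above 0 but still below the median of the genes with enough reads. SMAD6 ranged from -0.124 to 0.126 as replicates were left out. TUBB3 appears in the files under 2 identifiers with overlapping positions, with log2 fold changes of 0.163 and -0.0242. Against Anti these were 0.546 and 0.361, and BMP7 was higher (0.145), unlike against Ctrl. The others kept their direction against Anti: BBC3 (-0.21), SMURF2 (-0.337), PLEKHG2 (-0.602), SMAD6 (0.116), KLF6 (0.165) and ZFP36 (0.349). In its separate hnRNPK experiments, not analysed here, the paper reports SMURF2 as up-regulated by CRLM1 and hnRNPK, and SMAD6 and BMP7 as down-regulated. Here SMURF2 was lower than in both controls, and neither SMAD6 nor BMP7 was lower than in both. BBC3, which the paper reports as suppressed, was lower than in both controls under TMM.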
